# Adaptation of *Hansenula polymorpha *to methanol: a transcriptome analysis

**DOI:** 10.1186/1471-2164-11-1

**Published:** 2010-01-04

**Authors:** Tim van Zutphen, Richard JS Baerends, Kim A Susanna, Anne de Jong, Oscar P Kuipers, Marten Veenhuis, Ida J van der Klei

## Abstract

**Background:**

Methylotrophic yeast species (e.g. *Hansenula polymorpha, Pichia pastoris*) can grow on methanol as sole source of carbon and energy. These organisms are important cell factories for the production of recombinant proteins, but are also used in fundamental research as model organisms to study peroxisome biology. During exponential growth on glucose, cells of *H. polymorpha *typically contain a single, small peroxisome that is redundant for growth while on methanol multiple, enlarged peroxisomes are present. These organelles are crucial to support growth on methanol, as they contain key enzymes of methanol metabolism.

In this study, changes in the transcriptional profiles during adaptation of *H. polymorpha *cells from glucose- to methanol-containing media were investigated using DNA-microarray analyses.

**Results:**

Two hours after the shift of cells from glucose to methanol nearly 20% (1184 genes) of the approximately 6000 annotated *H. polymorpha *genes were significantly upregulated with at least a two-fold differential expression. Highest upregulation (> 300-fold) was observed for the genes encoding the transcription factor Mpp1 and formate dehydrogenase, an enzyme of the methanol dissimilation pathway. Upregulated genes also included genes encoding other enzymes of methanol metabolism as well as of peroxisomal β-oxidation.

A moderate increase in transcriptional levels (up to 4-fold) was observed for several *PEX *genes, which are involved in peroxisome biogenesis. Only *PEX11 *and *PEX32 *were higher upregulated. In addition, an increase was observed in expression of the several *ATG *genes, which encode proteins involved in autophagy and autophagy processes. The strongest upregulation was observed for *ATG8 *and *ATG11*.

Approximately 20% (1246 genes) of the genes were downregulated. These included glycolytic genes as well as genes involved in transcription and translation.

**Conclusion:**

Transcriptional profiling of *H. polymorpha *cells shifted from glucose to methanol showed the expected downregulation of glycolytic genes together with upregulation of the methanol utilisation pathway. This serves as a confirmation and validation of the array data obtained. Consistent with this, also various *PEX *genes were upregulated. The strong upregulation of *ATG *genes is possibly due to induction of autophagy processes related to remodeling of the cell architecture required to support growth on methanol. These processes may also be responsible for the enhanced peroxisomal β-oxidation, as autophagy leads to recycling of membrane lipids. The prominent downregulation of transcription and translation may be explained by the reduced growth rate on methanol (t_d _glucose 1 h vs t_d _methanol 4.5 h).

## Background

*Hansenula polymorpha *is an important cell factory for the production of pharmaceutical proteins [1]. Moreover, it is extensively used in fundamental research aiming at understanding the molecular principles of peroxisome biology [2].

As cell factory, *H. polymorpha *has several important advantages. First, it contains very strong and inducible promoters derived from the methanol metabolism pathway. Also, the organism is thermotolerant (it can grow at high temperatures up to 48°C, [3]) and tolerates various environmental stresses. *H. polymorpha *does not hyperglycosylate secreted proteins, which often is a problem in heterologous protein production in *S. cerevisiae*.

In *H. polymorpha *peroxisomes massively develop during growth on methanol as sole source of carbon and energy. Methanol is oxidized by the enzyme alcohol oxidase (AOX), which is localized in peroxisomes together with catalase and dihydroxyacetone synthase (DHAS), the first enzyme of the assimilation pathway. Peroxisomes are not required for primary metabolism when cells are grown on glucose. Moreover, glucose represses the key enzymes of methanol metabolism AOX and DHAS. Therefore, during growth on glucose *H. polymorpha *cells contain only a single, small peroxisome. Upon a shift to methanol media, the enzymes of methanol metabolism are induced paralleled by an increase in peroxisome size and abundance. The initial small peroxisome serves as the target organelle for the enzymes of methanol metabolism and proliferates by fission [4]. Ultimately, in exponentially growing cells, each cell contains several enlarged peroxisomes [5].

A wealth of information is now available of individual genes encoding enzymes of the methanol metabolism as well as on genes involved in peroxisome formation (*PEX *genes). However, genomics approaches in *H. polymorpha *are still rare.

We used genome-wide transcriptional profiling to dissect the initial events accompanying the adaptation of glucose grown *H. polymorpha *cells to methanol metabolism. This will gain information on the induction and repression of metabolic genes as well as on non-metabolic genes, including *PEX *genes.

## Results and discussion

All experiments described in this paper were performed in batch cultures. We chose not to grow the cells in carbon-limited chemostats, as glucose-limitation results in derepression of genes involved in methanol metabolism [6].

*H. polymorpha *cells were extensively pre-cultivated in batch cultures on mineral media supplemented with glucose as sole carbon source in order to fully repress the enzymes of methanol metabolism. Glucose cultures in the late exponential growth phase were transferred to fresh mineral medium containing methanol as sole carbon and energy source. As shown in figure 1, RT-PCR indicated that the inoculum cells (from the glucose batch culture at the late exponential growth phase, OD_660 nm _2.3) did not contain transcript of alcohol oxidase (AOX) or dihydroxyacetone synthase (DHAS), key enzymes of methanol metabolism. However, two hours after the shift to medium containing methanol, mRNAs of both genes were readily detected, a time-point which has also been identified as threshold for the detection of first AOX enzyme activity [5]. Therefore, 2 hours incubation on methanol was selected as sampling point of cells for transcriptome analysis.

**Figure 1:**
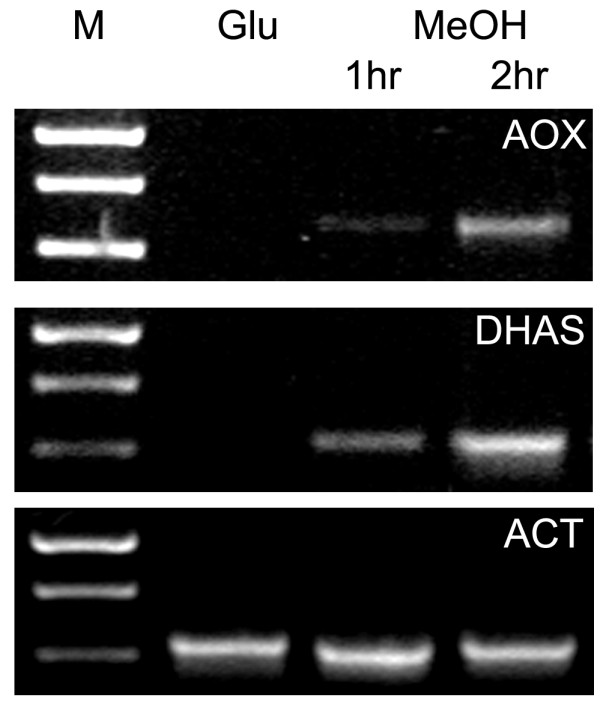
**Transcript level of *AOX *and *DHAS***. RT-PCR was performed on RNA samples using *AOX *and *DHAS *primers from glucose containing precultures (OD 2,3), and cultures shifted for 1 or 2 hrs to methanol medium. As loading control transcript levels of actin were analysed.

Replicates were obtained by growing 4 independent cultures on glucose that were independently transferred to fresh media containing methanol. Of each culture, mRNA isolated from the glucose and the methanol sample was labeled (and dye-swapped) and hybridized on two arrays per culture. In addition, as a control *AOX *transcript levels of these samples were determined by RT-PCR, confirming the absence of transcript in the glucose-grown pre-cultures and the presence of *AOX *transcript after 2 hours incubation (data not shown).

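Each array compared the RNA of 1 culture grown on glucose with that of the same culture after 2 hours on methanol. The 8 arrays thus held 4 pairs of RNA, and each pair was measured once with glucose in Cy5 and once with methanol in Cy5. On each array 5999 H. polymorpha gene probes and 249 other probes, such as those for foreign sequences, were printed 2 times. The authors deposited the Agilent Feature Extraction output of every array, which gives a processed signal intensity per spot and dye after spatial detrending and dye normalization. Between 91.0% and 98.6% of the gene probes were well above background in a given channel. Per array, 0 to 59 spots were marked as outliers by Feature Extraction and 1 to 8 spots were saturated in Cy5. The median processed signal of the gene probes lay between 1595 and 3213 in the channels of the 8 arrays. Across genes, which are not independent replicates, the log2 ratios of the 2 arrays of a culture correlated with r between 0.982 and 0.985. Between cultures 2, 3 and 4 r was between 0.968 and 0.978, and between culture 1 and the others it was between 0.894 and 0.934.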

### Overview of the DNA microarray data

The DNA microarray analyses data were analyzed to generate the ratio between the transcripts on methanol and glucose for each gene to identify any differential expression and to determine the p-value to assess the significance and the A-value to check the intensity of the signals. 

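The log2 ratio of the processed methanol signal over the processed glucose signal was taken for each spot, and spots marked as outliers were left out. The spots of a gene on an array were averaged, and then the 2 arrays of a culture, since both hold the same RNA, so that each gene has 1 log2 ratio per culture (n = 4 cultures). The A-value of a gene is the mean log2 signal of both dyes over the 8 arrays. Each gene was tested against no change with the moderated test of limma, and the p-values were adjusted over all 5999 genes by the Benjamini-Hochberg method. A gene was called upregulated at a fold change above 2, or downregulated at a fold change below 0.5, when its adjusted p was below 0.05 and its A-value at least 6, a limit that 521 genes did not reach. The Methods of the paper state the same limits for the fold change and the A-value, with the average ratio over 16 spots per gene and a p-value from Cyber-T. The number of arrays limits the precision of every value.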

[Additional file 1: Supplemental table S1] presents an overview of the array results. 

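Of the 5999 genes, 1145 (19.1%) were called upregulated after 2 hours on methanol and 1283 (21.4%) downregulated, by limma with Benjamini-Hochberg adjustment over 4 cultures. Of these, 844 rose and 969 fell past the 2-fold limit in each of the 4 cultures. The alternative that moved the numbers most was limma's treat, which tests against a 2-fold change itself and called 760 genes up and 910 down, all of them among the genes above. With each culture left out in turn, 1108 to 1170 genes were called up and 1250 to 1292 down. No gene was called in the opposite direction under any alternative.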

Of the nearly 6000 annotated *H. polymorpha *genes that are listed, approximately 20% (1184 genes) are upregulated, while another 20% (1246 genes) are downregulated with at least a two-fold differential expression, meeting the significance and signal intensity criteria.

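By size of the rise, 11 genes were upregulated more than 100-fold, 184 genes 10- to 100-fold, 153 genes 5- to 10-fold and 797 genes less than 5-fold. The first of these numbers was between 11 and 13 with each culture left out in turn, but depended on the labelling, with 7 genes on the arrays with glucose in Cy5 alone and 17 on those with methanol in Cy5.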

Of the upregulated genes, 13 are more than 100 times upregulated, 192 genes show a 10-100-fold upregulation, 156 genes increase between 5 and 10-fold and the remaining 823 genes are less than 5-fold upregulated. 

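The gene with the largest rise, Hp27g360 (MPP1), had a log2 ratio of 8.45 ± 0.40 (SD, n = 4), which is a 349-fold change (adjusted p = 2.26e-06, limma). Hp16g114 (FMD, formate dehydrogenase) followed with 7.83 ± 0.24 (SD, n = 4), or 227-fold (adjusted p = 1.98e-06, limma). The ratio of FMD depended on the labelling, with an 86.9-fold change on the 4 arrays with glucose in Cy5 and a 592-fold change on the 4 arrays with methanol in Cy5. This difference of 2.77 on the log2 scale between the orientations was the largest of all 5999 genes. FMD ranked 10th among all genes on the arrays with glucose in Cy5 and 1st on the others, whereas MPP1 ranked 1st and 2nd, with 232-fold and 525-fold changes. The next 3 genes by size of the rise were Hp27g562 (206-fold), Hp24g666 (199.6-fold) and Hp15g65 (193-fold). Table S1 lists a beta-glucosidase as the closest match of Hp27g562 and an acetyl-coenzyme A synthetase as that of Hp15g65, and the rises of these 2 genes were also larger with methanol in Cy5, by 1.37 and 1.46 on the log2 scale.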

Highest upregulated are the central methanol metabolism regulator *MPP1 *(394-fold, Hp27g360, see below) and the gene encoding formate dehydrogenase (347-fold), required in methanol catabolism. Also the other components of the methanol metabolic pathway are highly upregulated. Moreover, *CRC1 *is highly induced, encoding a mitochondrial inner membrane carnitine transporter, which is required for the transport of acetyl-CoA from peroxisomes to mitochondria during fatty acid beta-oxidation (111-fold). 

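Besides FMD, 6 genes of the pathway shown in Fig. 3 were examined, and each of them was called upregulated. Their fold changes lay between 2.10 for Hp46g94 (FGH, S-formyl glutathione hydrolase) and 40.3 for Hp27g292 (CAT, catalase). FGH was no longer called when culture 1 was left out, with a log2 ratio of 0.86 in the other 3 cultures, when only the arrays with methanol in Cy5 were used (0.93), or by treat.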

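Hp15g677 (CRC1, mitochondrial carnitine/acyl carnitine carrier) had a log2 ratio of 6.51 ± 0.35 (SD, n = 4, adjusted p = 2.87e-06, limma), which is a 90.8-fold change. The change was 52.1-fold with glucose in Cy5 and 158-fold with methanol in Cy5. In the single cultures the log2 ratio was between 6.02 and 6.77.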

In line with *CRC1*, also the genes involved in the beta-oxidation of fatty acids are overrepresented among the highly upregulated genes (for details see below). Furthermore, approximately 13% of the more than 10-fold upregulated genes is involved in transport. 

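In the part of Table S1 that was read, 5 genes are matched to hexose transporters. Of these, Hp29g270, Hp42g249 and Hp47g129 were called upregulated, with log2 ratios of 5.99 ± 0.24, 4.54 ± 0.40 and 4.24 ± 0.41 (SD, n = 4), or 63.5-fold, 23.2-fold and 18.9-fold. Their largest adjusted p was 9.91e-06 (limma), and each rose in all 4 cultures. On the log2 scale their rises were larger by 1.24, 1.26 and 1.37 with methanol in Cy5 than with glucose in Cy5. Hp32g514 (log2 ratio 0.66 ± 0.33, adjusted p = 0.00745, limma) stayed under a 2-fold change. Hp44g82 had a log2 ratio of 0.68 ± 0.37, but its A-value of 4.73 is below the limit for calls, and it was above background on 6 of 8 arrays in either condition.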

The upregulation of hexose transporters may be important for the uptake of the residual glucose that was present in the inoculum. Of the downregulated genes, the highest fold downregulation (65-fold) is observed for Hp24g956, encoding a protein with strong similarity to Sik1p of *S. cerevisiae*, which is involved in pre-rRNA processing. This predicted function is consistent with the general trend among the downregulated genes, since of the 179 genes that are over 10-fold downregulated, nearly 50% code for products that function in either transcription or translation processes. 

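Hp24g956 had the largest fall of the called genes, with a log2 ratio of -6.05 ± 0.29 (SD, n = 4, adjusted p = 2.79e-06, limma), which is a 66.3-fold decrease. It stayed between -6.14 and -5.92 with each culture left out in turn. The second largest fall, that of Hp25g91, was -5.83 ± 1.12 (SD, n = 4, adjusted p = 6.32e-05, limma), or a 57.0-fold decrease, and ranged from -7.28 in culture 1 to -4.70 in culture 4. Hp25g91 fell further than Hp24g956 on the arrays with glucose in Cy5 alone (-6.48 against -6.24) and without culture 4 (-6.21 against -6.10).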

Of the other downregulated genes, 269 show a 5- to 10-fold downregulation. Of these, nearly 40% encode proteins involved in transcription and translation. 

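By size of the fall, 197 genes were downregulated more than 10-fold, 280 genes 5- to 10-fold and 806 genes less than 5-fold. Leaving out each culture in turn gave between 180 and 203 in the first group.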

The other 789 genes are less than 5-fold reduced in transcript levels.

### Functional overview DNA microarray data - FUNCATS

To obtain an overview of the functions of the differentially expressed genes, these were categorized according to the Functional Catalogue, FUNCAT [7,8]. In this system, each gene is classified in one or more groups, depending on its function. The number of genes in each category is shown as the percentage of the total number of up- or downregulated genes in the diagrams shown in figure 2. For comparison, a diagram showing the contribution of each functional category to the total number of genes in *H. polymorpha *is included. To construct this diagram, all known *H. polymorpha *genes are used; both up- and downregulated genes as well as non-regulated genes.

**Figure 2:**
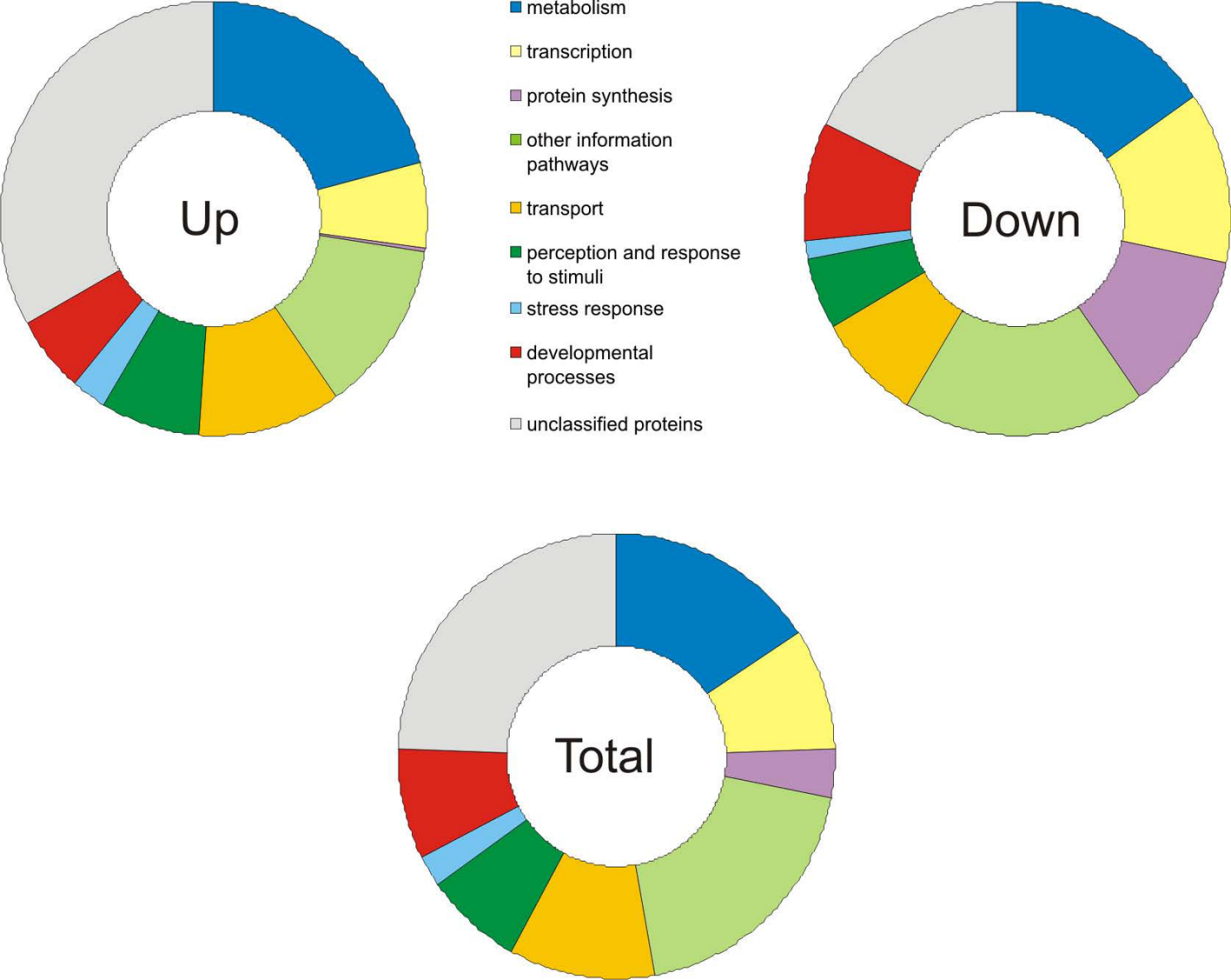
**FUNCATS**. Representation of functional groups among up- and downregulated genes is shown in a diagram. For comparison, a similar diagram is made for the total number of genes in *Hansenula polymorpha *(up-, down- and non-regulated genes). Genes are classified in one or multiple groups based on the Functional Catalogue.

As expected, genes involved in metabolic pathways strongly contribute to both the up- and downregulated genes (20% and 15.5%, respectively), reflecting the large-scale adaptations accompanying the shift from glucose to methanol. However, metabolism is a large group also in the total genome and the contribution in percentages does not reflect the nature of the metabolic pathways that are regulated (see below).

In contrast to metabolism, some other functional categories display a difference in contribution to the upregulated compared to the downregulated genes. One such functional category is the group of protein synthesis genes, which is almost absent among upregulated genes (0.25%), while it composes a large portion of the downregulated genes (12.1%). Of the total genome of *H. polymorpha *only approximately 4% is involved in protein synthesis, reflecting the considerable effect of a shift to methanol on protein synthesis. In addition, also the group of genes involved in transcription is more predominant among downregulated genes (12.7% versus 6.3% of the upregulated genes and an intermediate 9% of the total genome). In concurrence with the trend of genes related to transcription and translation, also genes related to nucleotide biosynthesis are mostly downregulated (42 of 51 genes), yet genes involved in amino acid biosynthesis show a less clear trend (30 down-, 9 upregulated, 54 not differentially expressed). The observed downregulation of major anabolic processes most likely is related to the reduction in doubling time (t_d _of cells on methanol relative to growth on glucose (t_d _methanol = 4.5 h, t_d _glucose = 1 h) and may reflect the accompanying decrease in DNA replication, RNA transcription and translation.

Stress response genes form only relatively small categories among both the upregulated genes relative to the downregulated genes (2.9% vs 1.6%). Based on the Functional Catalogue, only 185 of the nearly 6000 annotated *H. polymorpha *genes are indicated as stress response genes. However, based on several studies by Gasch in *Saccharomyces cerevisiae *[9-11], many more genes could contribute to the cellular stress response. Hence, most likely also genes classified in other groups play a role in coping with stress accompanying a shift in cultivation conditions. Thus, the contribution of the stress response to the total differential expression in *H. polymorpha *upon transfer to methanol medium is probably larger than the observed 2.9% upregulation and 1.6% downregulation.

A last remarkable group in the Functional Catalogue diagram is the category of unclassified proteins, showing that 33% of the upregulated genes and 17.9% of the downregulated genes are thus far not experimentally characterized, relative to 25% of the genes of the total genome of *H. polymorpha*. This observation suggests that our current knowledge on adaptation to methanol is far from complete.

### Metabolic pathways - upregulation of methanol metabolism

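Tested as a list of 7 genes, AOX, CAT, DHAS, DAK, FLD1, FGH and FMD had a median log2 ratio of 3.43, and the median was 5.10, 2.54, 4.10 and 2.79 in cultures 1 to 4. The list ranked above the other genes in limma's camera test with its preset correlation of 0.01 between genes (p = 9.32e-04, or 0.00155 adjusted over the 5 lists tested). With a correlation estimated from the data the camera p was 0.220, which is no longer past 0.05. In fry, which tests whether the genes of a list change and not how they rank against other genes, the p was 2.12e-04. All 7 genes were called over all genes tested, and also when adjusted over the list alone, which is not independent evidence since both use the same samples. Without culture 1 the median was 2.88.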

As expected, genes involved in methanol metabolism are highly upregulated. In figure 3 an overview of the methanol metabolism, including the microarray data, is presented [2]. In peroxisomes, methanol is oxidized to formaldehyde and hydrogen peroxide by alcohol oxidase (AOX), which is 17.3 times upregulated at the transcriptional level. 

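Hp19g106 (AOX) had a log2 ratio of 3.43 ± 1.53 (SD, n = 4, adjusted p = 0.00188, limma), a 10.8-fold change. It rose in all 4 cultures, but by different amounts, with log2 ratios of 5.10, 1.86, 4.32 and 2.45. Leaving out each culture in turn gave log2 ratios between 2.88 and 3.96. The arrays with glucose in Cy5 gave a 9.29-fold change and those with methanol in Cy5 a 12.6-fold change.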

The hydrogen peroxide is detoxified by catalase (CAT) to water and oxygen (42.8-fold upregulated). 

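The log2 ratio of CAT was 5.33 ± 0.40 (SD, n = 4, adjusted p = 5.50e-06, limma), and it was between 4.83 and 5.71 in the single cultures. The arrays with glucose in Cy5 gave a 32.6-fold change and those with methanol in Cy5 a 49.7-fold change.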

Formaldehyde can be further metabolized via two different routes: 1) dissimilation via formaldehyde dehydrogenase (FLD1, 8.4-fold up), S-formyl glutathione hydrolase (FGH, 2.2-fold up) and formate dehydrogenase (FMD, 347-fold up) to CO_2_, generating NADH and CO_2 _or 2) assimilation via the peroxisome-borne enzyme dihydroxyacetone synthase (DHAS, 19,0-fold up) to generate cell constituents. 

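In the dissimilation route, Hp12g443 (FLD1) had a log2 ratio of 2.94 ± 0.48 (SD, n = 4, adjusted p = 4.89e-05, limma), which is a 7.68-fold change. That of FGH was 1.07 ± 0.44 (SD, n = 4, adjusted p = 0.00231, limma). In the assimilation route, Hp27g356 (DHAS) had a log2 ratio of 3.91 ± 1.06 (SD, n = 4, adjusted p = 2.40e-04, limma), a 15.0-fold change, and Hp44g478 (DAK, dihydroxyacetone kinase) one of 1.53 ± 0.20 (SD, n = 4, adjusted p = 7.41e-05, limma), a 2.88-fold change. FLD1, DHAS and DAK rose in all 4 cultures and stayed called with each culture left out.

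**Figure D1:**
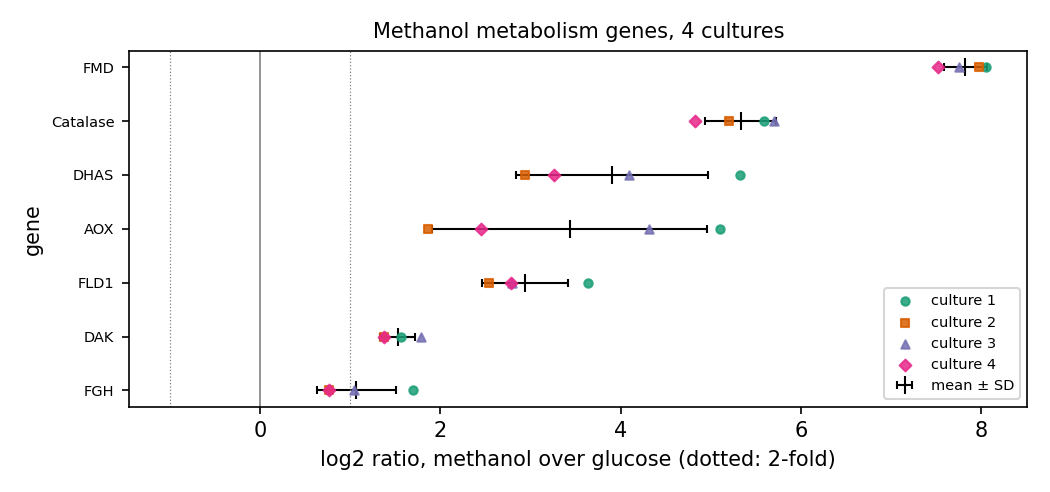
Log2 ratio of methanol over glucose for the 7 genes of methanol metabolism, with a symbol per culture and the mean and SD of the 4 cultures as a bar. FMD lies above the other genes in every culture, and AOX and DHAS spread most between cultures (SD 1.53 and 1.06).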

DHAS is part of the xylulose-5-phosphate cycle and catalyzes the formation of two C3-molecules (dihydroxyacetone and glyceraldehyde-3-phosphate) from one C1 (formaldehyde) and one C5 compound (xylulose-5-phosphate) [2].

**Figure 3:**
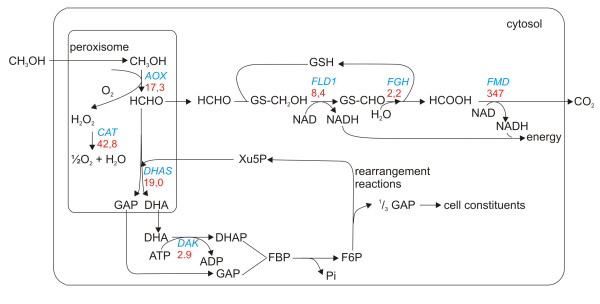
**Methanol metabolism**. Overview of the methanol metabolism in *H*. *polymorpha*. The fold upregulation of the indicated genes is shown in red. GAP: glyceraldehyde-3-phosphate; DHA: dihydroxyacetone; DHAP: dihydroxyacetone phosphate; FBP: fructose bisphosphate; F6P: fructose-6-phosphate; XU5P: xylulose-5-phosphate; GSH: reduced glutathione; GS-CH_2_OH: S-hydroxymethylglutathione; GS-CHO: S-formylglutathione. *AOX*: alcohol oxidase; *CAT*: catalase; *DHAS*: dihydroxyacetone synthase; *DAK*: dihydroxyacetone kinase; *FLD*: formaldehyde dehydrogenase; *FGH*: S-formyl glutathione hydrolase and *FMD*: formate dehydrogenase.

Promoter studies in *Candida boidinii *using phosphatase as a reporter enzyme revealed that upon a shift to methanol medium *FMD *was induced first, followed by *DHAS *and even later *AOX *[12]. The early induction of *FMD *(347-fold up 2 hours after the shift to methanol medium) relative to *AOX *and *DHAS *(17.3-, 19-fold up respectively) suggests that a similar induction pattern may exist in *H. polymorpha*. 

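In each of the 4 cultures the log2 ratio of FMD was higher than those of AOX and DHAS. The lowest value of FMD in a culture was 7.52, whereas the highest of AOX was 5.10 and the highest of DHAS 5.32. FMD also had the largest ratio of the 3 genes on the arrays of either labelling, where the log2 ratios of FMD, AOX and DHAS were 6.44, 3.22 and 3.77 with glucose in Cy5 and 9.21, 3.65 and 4.04 with methanol in Cy5. The mean log2 ratios of AOX and DHAS differed by less than their SD between cultures.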

The differences in induction of the genes 2 hours after the shift to methanol medium does not reflect the ultimate protein levels in the cells, as AOX and DHAS are the major protein bands in extracts prepared from methanol grown *H. polymorpha *cells [12,13].

### PEX genes

*PEX *genes control the development and function of a specialized class of organelles, the peroxisomes. 

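Table 1 lists 25 PEX genes, whose median log2 ratio was 0.79, a 1.73-fold change. By limma, 12 of them were called upregulated and 0 downregulated, and 18 rose and 2 fell with an adjusted p below 0.05 at any fold change. No PEX gene was called down at an unadjusted p or by Cyber-T either. The numbers called were 12 and 0 also when adjusted over the list alone, which is not independent evidence. The log2 ratio was positive for 20 genes and negative for 5, among them PEX20 (Hp11g43, -0.0046), which turned positive when the spot ratios were averaged without taking logarithms. The list ranked above the other genes in camera (p = 0.00144, adjusted over the 5 lists 0.00180) and fry (p = 0.00307), but not past 0.05 with a correlation estimated from the data (p = 0.403). On the arrays with glucose in Cy5, the setting that moved it most, the median was 1.00. The medians of the 4 cultures were 1.14, 0.71, 0.97 and 0.55.

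**Figure D2:**
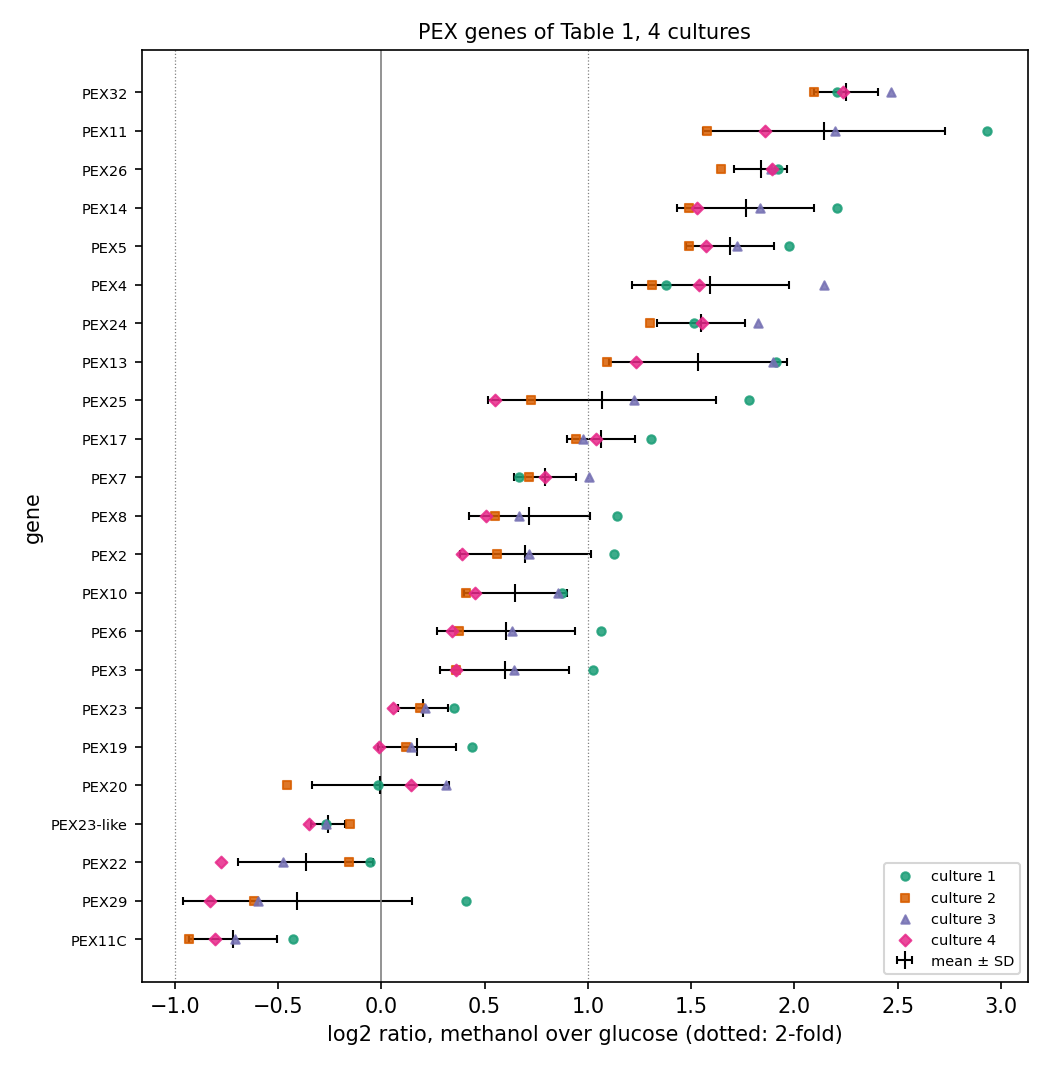
Log2 ratio of methanol over glucose for PEX genes of Table 1, with a symbol per culture and the mean and SD of the 4 cultures as a bar, where dotted lines mark a 2-fold change. The means run from -0.72 (PEX11C) to 2.25 (PEX32).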

Most of the *PEX *genes showed a moderate induction upon the shift to methanol (up to 4-fold; Table 1). This is in line with earlier studies of *S. cerevisiae *cells that were shifted from glucose to the peroxisome-inducing carbon source oleate [14,15]. Of the *PEX *genes involved in import of peroxisomal matrix enzymes (AOX, DHAS and CAT), the highest upregulation was observed for *PEX1, PEX4, PEX5, PEX13, PEX14 *and *PEX26*, which all encode key components PTS1 protein import machinery [16]. 

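The log2 ratios of PEX4, PEX5, PEX13, PEX14 and PEX26 were 1.59 ± 0.38, 1.69 ± 0.21, 1.53 ± 0.43, 1.76 ± 0.33 and 1.84 ± 0.13 (SD, n = 4), with adjusted p-values from 2.52e-05 to 4.40e-04 (limma). These correspond to changes between 2.89-fold and 3.57-fold. Also called among the genes of Table 1 were PEX11, PEX17 (Hp14g184, 1.07 ± 0.16), PEX24 (Hp47g626, 1.55 ± 0.21), PEX25 and PEX32. PEX17 was not called when culture 1 was left out (0.99), and neither PEX17 nor PEX25 was called by treat. PEX7 (Hp15g912, 0.79 ± 0.15) was called on the arrays with glucose in Cy5 alone (1.00). PEX26 (Hp15g17) was lower in culture 2 (1.65) than in the others (1.88 to 1.92), and the first 5 genes stayed called with each culture left out.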

Highest upregulation was observed for *PEX11 *(4.7-fold) and *PEX32 *(4.8-fold). 

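Hp27g236 (PEX32) had a log2 ratio of 2.25 ± 0.16 (SD, n = 4, adjusted p = 1.43e-05, limma), a 4.76-fold change, and Hp24g562 (PEX11) one of 2.14 ± 0.59 (SD, n = 4, adjusted p = 3.08e-04, limma), a 4.41-fold change. The difference between the 2 genes was smaller than the spread between cultures, and PEX11 was the higher one in culture 1 (2.93 against 2.21). In cultures 2, 3 and 4 PEX32 was the higher one. The next PEX gene was PEX26, with a mean below both.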

Pex11p, together with Pex25p and Pex11cp, are the three members of the Pex11p protein family in *H. polymorpha *[16]. These proteins are implicated in regulating peroxisome proliferation. Also in bakers' yeast cells shifted from glucose to oleic acid medium *PEX11 *increased by far the most [14].

**Table 1:** Expression changes of *PEX *genes

*PEX *genes		Ratio
Hp46g103	*PEX1*	2.9

Hp24g603	*PEX2*	1.7

Hp47g896	*PEX3*	1.5

Hp13g30	*PEX4*	3.1

Hp28g69	*PEX5*	3.3

Hp33g316	*PEX6*	1.6

Hp15g912	*PEX7*	1.8

Hp27g144	*PEX8*	1.7

Hp6g229	*PEX10*	1.6

Hp24g562	*PEX11*	4.7

Hp5g555	*PEX11C*	-1.6

Hp39g539	*PEX12*	2.6

Hp32g232	*PEX13*	3

Hp24g522	*PEX14*	3.5

Hp14g184	*PEX17*	2.1

Hp9g314	*PEX19*	1.1

Hp11g43	*PEX20*	1

Hp37g108	*PEX22*	-1.3

Hp39g248	*PEX23*	1.2

Hp25g249	*PEX23-like*	-1.2

Hp47g626	*PEX24*	2.9

Hp16g88	*PEX25*	2.2

Hp15g17	*PEX26*	3.6

Hp29g7	*PEX29*	-1.2

Hp27g236	*PEX32*	4.8

All genes shown have a p-value below 0.05. Negative values indicate downregulation on methanol, positive values indicate upregulation on methanol

*H. polymorpha PEX25 *was upregulated 2.2-fold, whereas *PEX11C*, whose function is still unknown, showed a 1.6-fold downregulation [16].

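Hp16g88 (PEX25) had a log2 ratio of 1.07 ± 0.55 (SD, n = 4, adjusted p = 0.00503, limma), a 2.10-fold change. It was not called when culture 1 was left out (0.83), and lay under the 2-fold limit on the arrays with methanol in Cy5 alone (0.98), after normexp background correction and loess (0.91) and after loess on mean signals (0.95). Hp5g555 (PEX11C) had a log2 ratio of -0.72 ± 0.21 (SD, n = 4, adjusted p = 0.00191, limma), negative in all 4 cultures but smaller than a 2-fold change.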

Pex32p is a member of the Pex23 protein family, a group of membrane proteins with unknown function [16]. *Y. lipolytica pex23 *mutants cannot grow on oleate and partially mislocalize peroxisomal proteins to the cytosol, suggesting a role in matrix protein import. In contrast however, *S. cerevisiae *Pex23p, Pex31p and Pex32p are not required for protein import but play a role in peroxisome proliferation. Where ScPex23p appears to be a positive regulator of peroxisome size, ScPex31p and ScPex32p have been suggested to negatively regulate this process. The function of *H. polymorpha *Pex32p is not yet known. Based on our current study this protein may be, together with Pex11p, responsible for the initial increase in size of the peroxisomes, as was observed by detailed ultrastructural analysis (figure 4) and in concurrence with earlier findings [5]. The relatively high induction of this peroxin makes it an interesting candidate for further study in *H. polymorpha*.

**Figure 4:**
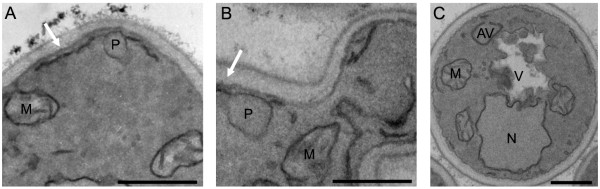
**Ultrastructural analysis of the adaptation of cells to methanol**. Glucose-grown *H. polymorpha *WT cells were extensively analysed at different time-points after the shift to methanol by electron microscopy of KMnO_4_-fixed samples. (A) Control glucose-grown cell and (B) after 2 h of incubation in the presence of methanol. A clear increase in peroxisome size was observed, cross-sections of representative cells are depicted. Note the association of the organelles with strands of ER (indicated by arrow). (C) 2 hours after the shift a clear increase was observed in large vacuolar autophagic bodies, indicative of induction of autophagy. N - Nucleus, M - Mitochondrion, V - Vacuole, AV - Autophagosome. The bar represents 0.5 μm.

### Metabolic pathways - downregulation of glucose utilisation

As depicted in Table 2, the majority of the genes involved in glycolysis are downregulated (-1.2 to -5.7). 

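The 14 glycolysis genes of Table 2 had a median log2 ratio of -0.93, and the medians of cultures 1 to 4 were -2.31, -0.93, -0.39 and -0.13. The log2 ratio was negative for 13 genes, and 1 (aldolase) was positive. Phosphoglycerate mutase (Hp37g8, -0.15 ± 1.28) turned positive when the spot ratios were averaged without taking logarithms. By limma 4 genes were called downregulated and 0 upregulated, also 0 at an unadjusted p and by Cyber-T, and 5 had fallen at an adjusted p below 0.05 at any fold change. Adjusted over the list alone, which is not independent evidence, 2 were called down. The list did not rank below the other genes in camera (p = 0.0591 before and after adjustment over the 5 lists), nor in fry (p = 0.181) or with a correlation estimated from the data (p = 0.624). The result moved most with the labelling, to a median of -1.41 on the arrays with glucose in Cy5 and -0.48 on those with methanol in Cy5. With each culture left out in turn the median was between -1.24 and -0.48.

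**Figure D3:**
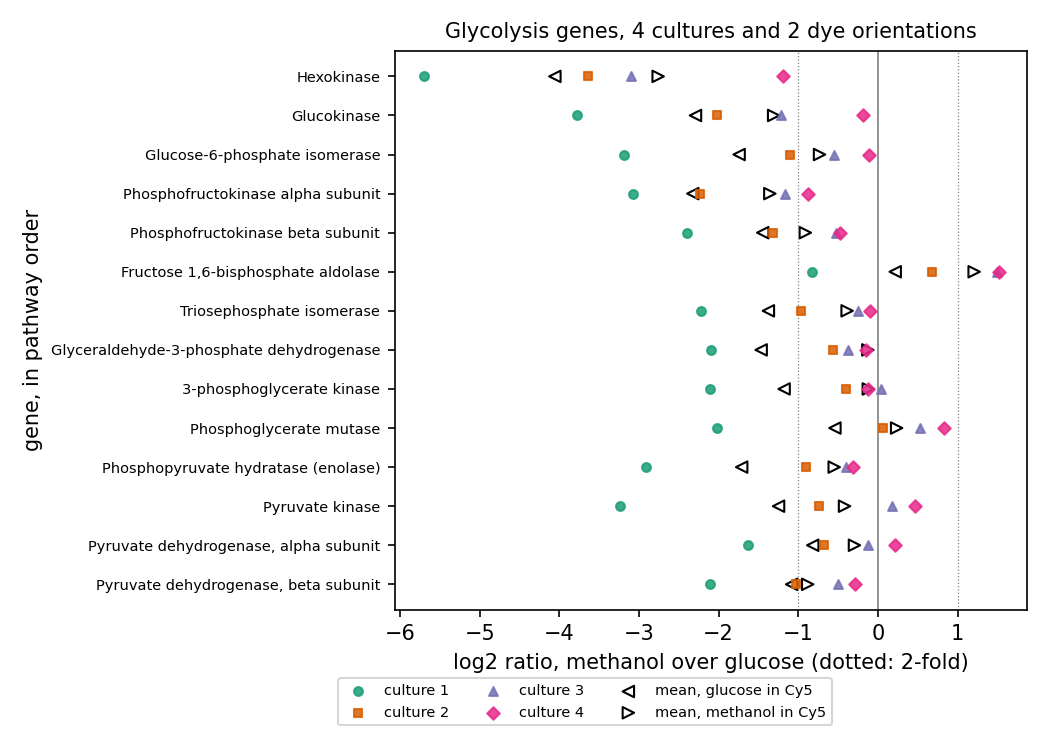
Log2 ratio of methanol over glucose for the 14 glycolysis genes in pathway order, with a filled symbol per culture and open triangles for the mean of the 4 arrays of either dye orientation. Culture 1 is the lowest culture for each gene, and the arrays with glucose in Cy5 give the lower mean for each gene.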

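The 5 genes from hexokinase to phosphofructokinase had a mean log2 ratio of -1.89, and the 8 genes from triosephosphate isomerase to pyruvate dehydrogenase one of -0.75. The difference was -1.15 ± 0.35 (SD, n = 4) and had the same sign in all 4 cultures, between -1.41 and -0.64 (exact two-sided sign-flip test, p = 0.13, the smallest p that 4 cultures allow). Both means depend on culture 1 and were -1.31 and -0.23 without it. The 4 called genes were hexokinase (Hp25g374, -3.41 ± 1.86, adjusted p = 0.00447, limma), glucokinase (Hp24g239, -1.80 ± 1.52, adjusted p = 0.0257, limma) and the phosphofructokinase alpha and beta subunits (Hp1g417 and Hp39g214, -1.84 ± 1.01 and -1.18 ± 0.90, adjusted p = 0.00503 and 0.0193, limma). Hexokinase was at -2.64 without culture 1 and at -4.15 without culture 4. The alpha subunit was at -1.43 without culture 1, and the beta subunit was no longer called without culture 1 (-0.77) or without culture 2 (-1.13), nor with the arithmetic mean of the spot ratios. Glucokinase stood at -1.14 without culture 1 and was not called without culture 2 (-1.73) or culture 3 (-2.00). On the arrays with methanol in Cy5 alone glucokinase and the beta subunit were not called, and treat called only hexokinase. Glucose-6-phosphate isomerase (Hp33g380, -1.24 ± 1.36, adjusted p = 0.0627, limma) was called at an unadjusted p and by Cyber-T, on the arrays with glucose in Cy5 alone, without culture 4, with a dye term, with the row of arrays as a block and without the replicate block. Of the 8 later genes 0 were called by limma with all arrays, but 5 were called down on the arrays with glucose in Cy5 alone, namely triosephosphate isomerase, glyceraldehyde-3-phosphate dehydrogenase, 3-phosphoglycerate kinase, enolase and the pyruvate dehydrogenase beta subunit. Without culture 4 triosephosphate isomerase, enolase and the pyruvate dehydrogenase beta subunit were called. Enolase (Hp27g405, -1.13 ± 1.21) was also called at an unadjusted p and by Cyber-T, as well as with a dye term, with the row of arrays as a block and without the replicate block, and the beta subunit of pyruvate dehydrogenase with median centring and without culture 3.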

Since the genes are listed in order of appearance in the pathway, it is evident that the strongest downregulation is observed in the steps before fructose 1,6 bisphosphate aldolase. This corresponds with the fact that the products of methanol metabolism, dihydroxyacetone and glyceraldehyde 3 phosphate, enter the glycolytic pathway directly after this step, so the subsequent enzymes are still required for progression with the pathway towards the TCA cycle. The observed mild decrease in expression of their encoding genes can be attributed to the reduction in the substrate flow, when switching from glucose to methanol utilisation. However, it should be noted that the enzymes of the final part of glycolysis in majority also function in the direction of gluconeogenesis, by catalyzing the reverse reactions. 

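Of the 3 genes that Table 2 lists for gluconeogenesis, phosphoenolpyruvate carboxykinase (Hp5g547) and fructose 1,6 bisphosphatase (Hp46g88) were called upregulated. Their log2 ratios were 2.56 ± 0.90 and 2.13 ± 0.26 (SD, n = 4), with adjusted p-values of 7.57e-04 and 3.48e-05 (limma). Pyruvate carboxylase (Hp18g102) rose in all 4 cultures, by 0.90 ± 0.12 (adjusted p = 3.32e-04, limma), and passed a 2-fold change on the arrays with methanol in Cy5 (1.04).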

Finally, the upregulation of the gene encoding fructose 1,6 bisphosphate aldolase which, on methanol, catalyzes the formation of fructose 1,6 bisphosphate from dihydroxyacetone and glyceraldehyde-3-phosphate, reflects an increase of this reaction, which has been shown to be important in the rearrangement reactions to replenish the cell with xylulose-5-phosphate to the downstream reactions in methanol metabolism [2].

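Hp47g1019 (fructose 1,6-bisphosphate aldolase) had a log2 ratio of 0.71 ± 1.10 (SD, n = 4, adjusted p = 0.156, limma), a 1.64-fold change, and was not called. It rose in cultures 2, 3 and 4 (0.67, 1.49 and 1.52) and fell in culture 1 (-0.83). Without culture 1 the log2 ratio was 1.23 and the gene was called. The change was 1.16-fold on the arrays with glucose in Cy5 and 2.31-fold on those with methanol in Cy5, where it was also called.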

**Table 2:** Expression changes of glycolysis and gluconeogenesis genes

Gene	Function	Ratio
**Glycolysis**		

Hp25g374	Hexokinase	-5.7

Hp24g239	Glucokinase	-2.3

Hp33g380	Glucose-6-phosphate isomerase	-1.7

Hp1g417	Phosphofructokinase alpha subunit	-2.9

Hp39g214	Phosphofructokinase beta subunit	-2

Hp47g1019	Fructose 1,6-bisphosphate aldolase	2.1

Hp16g222	Triosephosphate isomerase	-1.5

Hp25g306	Glyceraldehyde-3-phosphate dehydrogenase	-1.4

Hp26g207	3-phosphoglycerate kinase	-1.3

Hp37g8	Phosphoglycerate mutase	1.2*

Hp27g405	Phosphopyruvate hydratase (enolase)	-1.7

Hp39g227	Pyruvate kinase	-1.2

Hp6g262	Pyruvate dehydrogenase, alpha subunit	-1.3

Hp37g184	Pyruvate dehydrogenase, beta subunit	-1.8

**Gluconeogenesis**		

Hp18g102	Pyruvate carboxylase	1.9

Hp5g547	Phosphoenolpyruvate carboxykinase	8.9

Hp46g88	Fructose 1,6 bisphosphatase	4.4

* With the exception of the one marked with an asterisk, all genes shown have a p-value below 0.05.

### Regulatory networks

Accompanying the changes in expression of many metabolic genes, also changes in the underlying regulatory networks are expected. In addition to global changes, the DNA microarray data reflect the initial adaptation to methanol and thus enable the investigation of more specific changes resulting in activation of methanol-dependent genes or in repression of glucose-dependent genes.

Among the upregulated genes, 49 are involved in regulation of transcription. Most of these encode general transcription factors or transcription factors which have not been linked to a specific process. Regulators involved in stress response (6), glucose sensing/derepression (4), and peroxisome-related pathways (4) are overrepresented, as is expected due to the change in carbon source.

The expression of genes coding for peroxisome assembly and function is controlled by a transcriptional regulatory network, which has been studied extensively in *S. cerevisiae *in response to oleate [17-19]. The Oaf1-Pip2 complex plays a prominent role, although the putative *H. polymorpha *homolog of *PIP2 *is only moderately upregulated during adaptation to methanol. However the homolog of *ADR1 *(23.7-fold), a second activator of oleate-responsive genes is strongly upregulated in *H. polymorpha *and is also involved in regulation of the response to both oleate and methanol in *P. pastoris *(named *MXR1*; [20]. 

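Hp24g760 (PIP2) had a log2 ratio of 0.97 ± 0.15 (SD, n = 4, adjusted p = 2.96e-04, limma), a 1.96-fold change that is just under the limit for calls. It was called without culture 1 (1.00), and on the arrays with glucose in Cy5 alone (1.03). Culture 3 (1.19) lay above the other cultures (0.88 to 0.91), and without it the log2 ratio was 0.90.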

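The log2 ratio of Hp5g47 (ADR1) was 4.37 ± 0.82 (SD, n = 4, adjusted p = 6.27e-05, limma), a 20.7-fold change. It was between 3.68 and 5.39 in the single cultures.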

Virtually all known targets of Adr1 and its co-regulator Cat8 were indeed also upregulated in *H. polymorpha*, suggesting an important role in regulation of methanol metabolism, while most probably also activation by Snf1 is initiated after the shift, since this global regulator is crucial for growth on non-fermentable carbon sources [21,22]. 

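Hp27g360 (MPP1) rose in all 4 cultures, by 8.09 to 9.02 on the log2 scale. Its mean was the highest of all genes under 22 of 23 alternatives, 1 of which was chosen after the data were examined, and the second highest on the arrays with methanol in Cy5 alone. Several of these alternatives change only a filter or a test and cannot move the mean.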

Mpp1, another transcriptional regulator of methanol metabolism in *H. polymorpha*, is encoded by the strongest upregulated gene of this study (Hp27g360, 394-fold up), thus suggesting it is a master regulator of methanol-responsive genes [23].

Swi1 and Snf2 also belong to a regulatory complex involved in gene expression of methanol-related genes as well as peroxisomal assembly, however their encoding genes were not induced in the early adaptation phase to methanol [24].

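Hp16g154 (RAP1) had a log2 ratio of -1.66 ± 0.42 (SD, n = 4, adjusted p = 3.06e-04, limma), a 3.15-fold decrease. It fell in all 4 cultures, from -2.27 in culture 1 to -1.35 in culture 2, and was -1.45 without culture 1.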

Among the downregulated genes, the decreased transcription of *RAP1 *(Hp16g154, -3.1) is remarkable. This transcriptional regulator is known to activate transcription of genes encoding ribosomal proteins [25,26] and its downregulation is consistent with the observed massive decrease in transcripts for ribosomal proteins. Interestingly, this gene is also shown to be repressed during the environmental stress response in *S. cerevisiae *as described by Gasch *et al*., [9].

### Autophagy

Adaptation of *H. polymorpha *cells to methanol requires a major rearrangement of the cellular architecture. The finding that most *ATG *genes, which are involved in autophagy and autophagy related processes [27], as well as several proteasomal genes are upregulated (18 up vs 2 down), suggests that cellular reorganisation requires massive degradation of cellular components. 

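The 27 ATG genes of Table 3 had a median log2 ratio of 1.13, a 2.19-fold change, and the medians of the 4 cultures were between 0.99 and 1.22. By limma 15 were called upregulated and 1 downregulated, and 23 rose and 2 fell with an adjusted p below 0.05 at any fold change. The numbers called were 15 and 1 also when adjusted over the list alone, which is not independent evidence. In camera the list ranked above the other genes (p = 5.52e-05, adjusted over the 5 lists 1.38e-04), as in fry (p = 2.31e-04), but with an estimated correlation it was not past 0.05 (p = 0.137). Without culture 1, the setting that moved the median most, it was 1.03. By treat ATG4, ATG7, ATG12, ATG15 and ATG26 were not called, and ATG18 was called on the arrays with glucose in Cy5 alone. ATG21 (Hp44g480) was called only when culture 1 was left out (1.03 against 0.72). From the rise of most ATG genes and of several proteasomal genes, the paper proposes that the reorganisation of the cell needs the breakdown of cellular components on a large scale. Proteasomal genes were not analysed here.

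**Figure D4:**
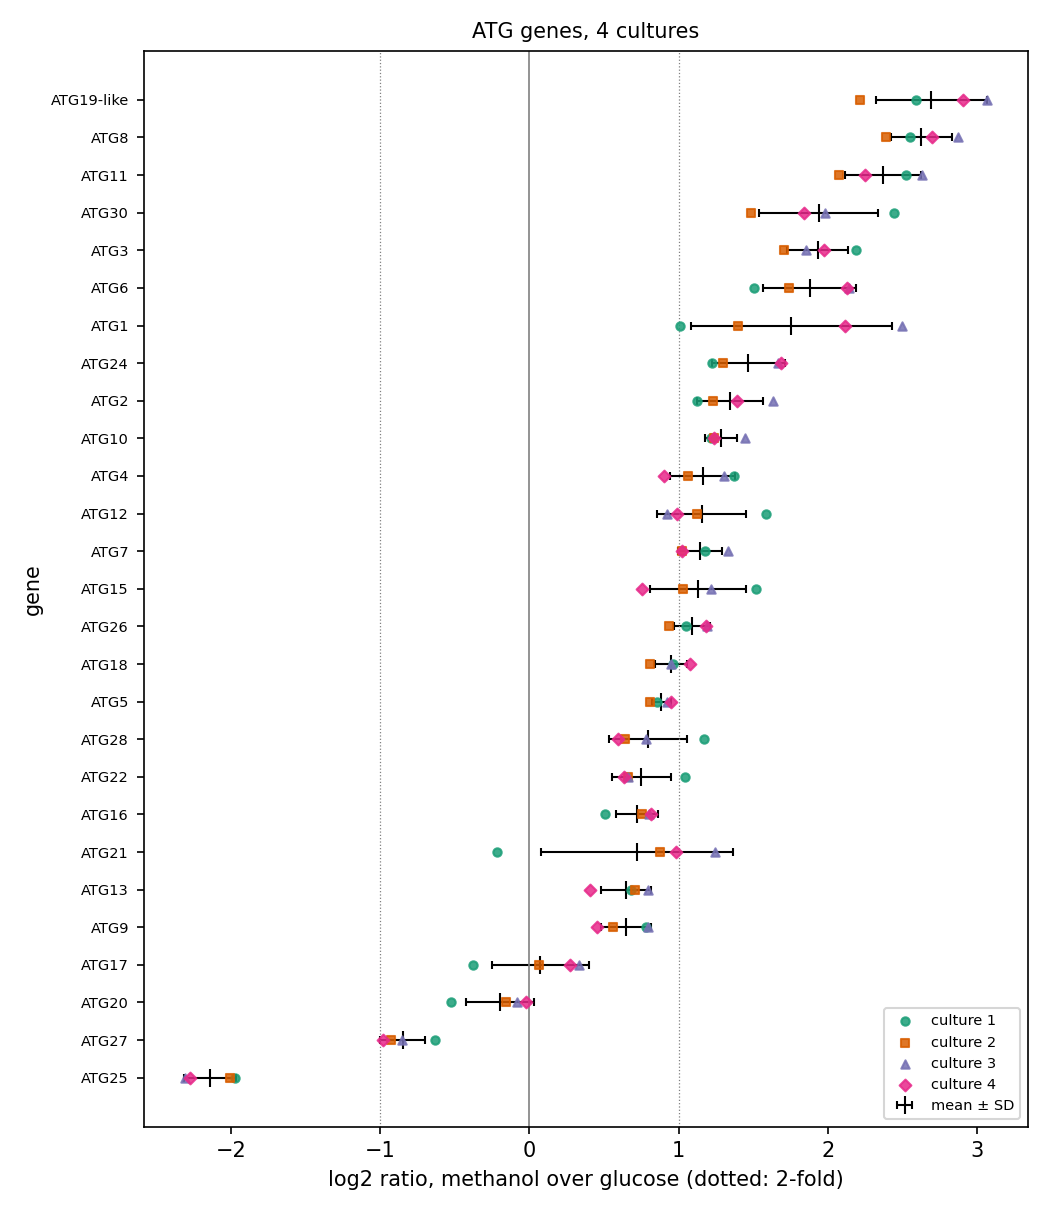
Log2 ratio of methanol over glucose for the 27 ATG genes, with a symbol per culture and the mean and SD of the 4 cultures as a bar, where dotted lines mark a 2-fold change. The means run from -2.14 (ATG25) to 2.69 (ATG19-like).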

Interestingly, the highest upregulation is observed for *ATG8 *and *ATG11 *(Table 3). 

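Hp48g37bm (ATG8) had a log2 ratio of 2.63 ± 0.21 (SD, n = 4, adjusted p = 1.24e-05, limma), a 6.18-fold change, and Hp25g507 (ATG11) one of 2.37 ± 0.25 (SD, n = 4, adjusted p = 2.44e-05, limma), a 5.17-fold change. Both rose in every culture, with the lowest log2 ratio at 2.08 for ATG11 in culture 2.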

Atg8 has a prominent role in various selective and non-selective macroautophagic processes, whereas Atg11 is specifically involved in selective macroautophagy [28,29]. 

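Hp13g64 (ATG19-like) had the highest mean log2 ratio of the ATG genes, 2.69 ± 0.37 (SD, n = 4, adjusted p = 3.48e-05, limma), which is a 6.47-fold change. Its difference from ATG8 was smaller than the SD between cultures. In culture 2 it was below ATG8 (2.22 against 2.39), and in the other cultures above it. It was also below ATG8 on the arrays with glucose in Cy5 (2.62 against 2.67), and above it with methanol in Cy5 (2.76 against 2.59).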

The function of HpAtg19-like, of which the encoding gene is also upregulated, is not known. However, HpAtg19-like is not involved in selective degradation of peroxisomes (unpublished data). Remarkably only *ATG25 *is significantly downregulated. 

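Hp39g230 (ATG25) had a log2 ratio of -2.14 ± 0.17 (SD, n = 4, adjusted p = 1.95e-05, limma), a 4.41-fold decrease. Hp39g339 (ATG27) also fell in all 4 cultures, with a log2 ratio of -0.85 ± 0.15 (adjusted p = 5.43e-04, limma), but by less than 2-fold. ATG20 (Hp16g331) was at -0.20 ± 0.23, without a detectable change (adjusted p = 0.181, limma).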

Atg25 is involved in selective peroxisome degradation by macropexophagy, but not in microautophagy [29].

**Table 3:** Expression changes of *ATG *genes

Autophagy-related genes		Ratio
Hp24g929	*ATG1*	3.7

Hp15g1008	*ATG2*	2.6

Hp42g317	*ATG3*	3.9

Hp24g999	*ATG4*	2.3

Hp47g352	*ATG5*	1.8

Hp24g284	*ATG6*	3.7

Hp19g8	*ATG7*	2.2

Hp48g37bm	*ATG8*	6.2

Hp16g127	*ATG9*	1.6

Hp24g546m	*ATG10*	2.5

Hp25g507	*ATG11*	5.2

Hp33g43	*ATG12*	2.3

Hp19g348	*ATG13*	1.6

Hp47g589	*ATG15*	2.2

Hp24g680m	*ATG16*	1.7

Hp8g289	*ATG17*	1.1*

Hp25g289	*ATG18*	1.9

Hp13g64	*ATG19*-like	6.6

Hp16g331	*ATG20*	-1.1

Hp44g480	*ATG21*	1.8

Hp18g58	*ATG22*	1.7

Hp33g356	*ATG24*	2.8

Hp39g230	*ATG25*	-4.3

Hp15g447	*ATG26*	2.1

Hp39g339	*ATG27*	-1.7

Hp47g741	*ATG28*	1.8

Hp32g359	*ATG30*	4.1

*With the exception of the one marked with an asterisk, all genes shown have a p-value below 0.05.

Ultrastructural analysis of cells at different time-points after the shift indeed showed strong morphological evidence for increased autophagy, reflected in the massive uptake of cytoplasmic components in the vacuole (figure 4).

Recent findings showed the importance of autophagy during methanol adaptation of *P. pastoris*, not only for cell remodeling, but also to provide amino acids [30]. Consistent with these findings, we also observed that *H. polymorpha atg *mutants showed a slight delay in methanol adaptation (data not shown).

### β-oxidation of fatty acids

A significant upregulation of genes encoding proteins related to β-oxidation of fatty acids was observed [31,32]. This unexpected cluster is listed in Table 4. 

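The 14 genes of Table 4 had a median log2 ratio of 4.47, which is a 22.1-fold change, and the medians of the 4 cultures were between 4.22 and 4.81. All 14 were called upregulated over all genes tested, and also when adjusted over the list alone, which is not independent evidence. Their ranking above the other genes had p = 3.66e-07 in camera (1.83e-06 adjusted over the 5 lists) and p = 2.40e-05 in fry, but p = 0.0716 with an estimated correlation, which is not past 0.05. The smallest rise was that of the adenine nucleotide transporter (Hp44g158, 1.48 ± 0.65, adjusted p = 0.00229, limma), which also had the largest adjusted p and was not called by treat. Fatty-acyl coenzyme A oxidase (Hp33g132), the multifunctional enzyme (Hp8g261) and 3-ketoacyl-CoA thiolase (Hp24g1381) had log2 ratios of 3.56 ± 1.07, 4.33 ± 0.58 and 3.91 ± 0.70 (SD, n = 4), or 11.8-fold, 20.1-fold and 15.1-fold. The carnitine acetyltransferases YAT1 (Hp39g121) and YAT2 (Hp8g466) rose 40.6-fold and 33.8-fold, YAT1 by 23.4-fold with glucose in Cy5 and 70.2-fold with methanol in Cy5. Carnitine acetyl-CoA transferase (Hp47g959) rose 19.3-fold on the arrays with glucose in Cy5 and 62.2-fold on those with methanol in Cy5.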

The regulation of these genes could be merely due to derepression as a result of decreasing glucose levels. However we consider this less likely since the observed ratio's and signals are quite substantial. Another explanation could be co-regulation of multiple peroxisomal pathways by common regulators. A third option is the increase in cellular fatty acid levels, the substrate for peroxisomal β-oxidation. This might originate from the observed autophagy, leading to recycling of intracellular membrane lipids.

**Table 4:** Expression changes of genes related to fatty acid β-oxidation

Gene	Function	Ratio
Hp8g534	Peroxisomal ABC-transporter sub-unit 1	8

Hp33g390	Peroxisomal ABC-transporter sub-unit 2	6.4

Hp44g158	Adenine nucleotide transporter	3

Hp33g132	Fatty-acyl coenzyme A oxidase	14

Hp8g261	Multifunctional enzyme	21.6

Hp24g1381	3-ketoacyl-CoA thiolase	16.3

Hp27g292	Catalase	42.8

Hp29g305	Isocitrate lyase	30.8

Hp43g61	Malate synthase	8.8

Hp36g14	Isocitrate dehydrogenase	27.7

Hp47g959	Carnitine acetyl-CoA transferase	41.6

Hp39g121	Carnitine acetyltransferase, *YAT1*	47.1

Hp8g466	Carnitine acetyltransferase, *YAT2*	36

Hp15g677	Mitochondrial carnitine/acyl carnitine carrier	111.3

All genes shown have a p-value below 0.05.

### Mitochondria

Remarkably, the shift of cells from glucose to methanol is associated with a significant increase in mitochondrial volume fractions (figure 5). Several functional links exist between peroxisomes and mitochondria, both for metabolic pathways and for biogenesis of both organelles [33,4]. Of the genes involved in mitochondrial function or assembly 110 are down- and 67 are upregulated. 

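Hp39g301 (DNM1) and Hp24g1082 (MDV1) had log2 ratios of 0.64 ± 0.08 and 0.80 ± 0.13 (SD, n = 4), changes of 1.56-fold and 1.74-fold. Both rose in all 4 cultures, with adjusted p-values of 0.00115 and 5.81e-04 (limma), and neither passed the 2-fold limit under any alternative.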

Genes coding for components of the Dnm1-dependent fission machinery of both organelles are not differentially expressed [4]. Similar to all downregulated genes, of the mitochondrial downregulated genes almost 50% is involved in transcription and translation processes. In addition the genes coding for TOM and TIM protein import complexes are also mostly down-regulated. Genes involved in FeS cluster, heme biosynthesis and cytochrome c assembly are overrepresented among upregulated mitochondrial genes (9-fold), in agreement with the prominent role for mitochondria as the sole site of ATP generation during methanol-metabolism [2]. Heme is also the co-factor of peroxisomal catalase which is highly induced. FeS cluster formation is also coupled to the glutathione-based redox regulation system via *GRX5 *[34].

**Figure 5:**
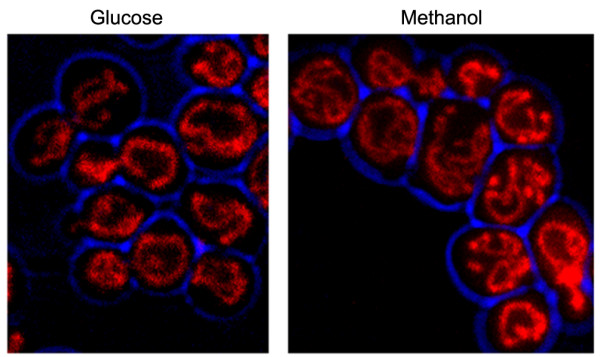
**Fluorescence microscopy of mitochondria**. Fluorescence microscopy images demonstrating the increase in mitochondrial volume fractions in cells after 2 hours of incubation on methanol (B), relative to those of the glucose inoculum cells (A). Mitochondria are marked by MitoTracker Orange.

### Reactive oxygen species

Although mitochondria were long considered as the main source of reactive oxygen species (ROS), also peroxisomes actually defined as organelles that harbour H_2_O_2_-producing enzymes as well as catalase are now recognized as a significant contributor to ROS production [2,35,36]. 

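Hp47g296 (PMP20) had a log2 ratio of 2.66 ± 1.64 (SD, n = 4, adjusted p = 0.00769, limma), a 6.31-fold change. The rise differed widely between cultures, with log2 ratios of 5.00, 1.25, 2.50 and 1.88. Culture 1 set the size of the mean, which was 1.88 without it, and PMP20 was not called by treat. The arrays with glucose in Cy5 gave a 6.52-fold change and those with methanol in Cy5 a 6.11-fold change.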

Besides catalase (42.8-fold up), peroxisomes also contain the peroxiredoxin Pmp20, that is 11-fold upregulated, both indicative of an increase in peroxisomal ROS production [37,38].

We also observed an increase of several pivotal genes involved in cytosolic and mitochondrial ROS detoxification; like the superoxide dismutase *SOD1 *(4.3-fold), the glutathione transferase *GTO2 *(2.6-fold), the glutathione reductase *GPX3 *(8-fold), the glutaredoxin *GRX5 *(2.8-fold) and the thioredoxin peroxidase *TSA1 *(47.2-fold). 

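The log2 ratios of Hp37g167 (SOD1), Hp15g1016 (GTO2), Hp19g287 (GPX3) and Hp15g96 (GRX5) were 2.06 ± 0.24, 1.39 ± 0.17, 2.91 ± 0.41 and 1.45 ± 0.22 (SD, n = 4), or 4.16-fold, 2.61-fold, 7.53-fold and 2.73-fold. Their adjusted p-values were between 3.24e-05 and 1.04e-04 (limma). Hp5g492 (TSA1) had a log2 ratio of 5.32 ± 0.78 (SD, n = 4, adjusted p = 2.73e-05, limma), or 40.0-fold, and gave a 29.2-fold change with glucose in Cy5 and a 54.7-fold change with methanol in Cy5. Each of the 5 genes rose in all 4 cultures and stayed called with each culture left out.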

The remaining members of the glutathione- and TRX-based system are not differentially expressed (8 other genes found), except for the thioredoxin reductase *TRR1 *(10.4-fold). Induction of these key enzymes involved in sustaining the redox balance of the cytosol, suggests that methanol-metabolism also results in enhanced cytosolic ROS levels, which may originate from peroxisomal metabolism.

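Hp26g249 (TRR1) had a log2 ratio of 3.25 ± 0.64 (SD, n = 4, adjusted p = 8.01e-05, limma), a 9.53-fold change, and was between 2.61 and 4.11 in the single cultures. The other members of the glutathione- and TRX-based system were not analysed here, since the text of the paper does not name their genes.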

### Comparison with other DNA microarray analyses

Back in 1996, the proof of principle for the use of DNA microarray technology to investigate transcriptional changes was shown for *S. cerevisiae *[39]. Since then, DNA microarray analysis has become a regular, well-established tool, facilitated by the now commercial available array slides. For many other yeast species however, thusfar the usage of DNA microarray analysis is still rather limited. Only recently, species-specific DNA microarray studies have been presented for e.g. *Debaryomyces hansenii *[40] and *P. pastoris *[41]. For *H. polymorpha*, Oh *et al.*, [42] presented a partial, DNA microarray study, followed by a full DNA microarray analysis describing the transcriptional response of *H. polymorpha *to exposure to cadmium [43]. However, this study was not related to the metabolic and architectural alterations associated with a change in cellular metabolism.

Smith *et al*. [15,18] published two studies in which bakers' yeast was shifted to oleate. The first study focused mainly on transcriptional changes of genes encoding peroxisomal proteins and peroxins, the second one on the regulatory network coordinating the response to oleate.

The current study is the first in which arrays were used to study the shift from glucose to methanol in the yeast *H. polymorpha*. Sauer *et al*. [44] was the first to publish transcriptional profiling of the methylotrophic yeast *P. pastoris*, also upon a shift to methanol. However, in that study, yeast cells were transferred from glycerol to methanol and heterologous hybridisation onto *S. cerevisiae *DNA-microarrays was performed. Still, the same trend in regulated functional groups was observed. Also, similar effects were reported on carbohydrate metabolism and the regulation of ribosomal genes. Although some of the data obtained for *H. polymorpha *are comparable with those obtained for *P. pastoris*, a significant drawback of the latter study is the absence of *P. pastoris *specific or methylotrophic yeast specific genes on the DNA-microarray slides. There is indeed a substantial amount of methanol-responsive *H. polymorpha *genes found in our study which were not observed in *P. pastoris *using *S. cerevisiae *microarrays (± 450 upregulated, ± 350 downregulated) [Additional file 2: Supplemental Table S2].

## Conclusions

The current DNA microarray study revealed the expected repression of genes involved in glucose metabolism concomitant with the induction of the genes of methanol metabolism in response of a shift of *H. polymorpha *cells from glucose to methanol. Also genes involved in peroxisome biogenesis (*PEX *genes) are upregulated, with *PEX32 *being the most strongly upregulated *PEX *gene. A surprising finding was the upregulation of autophagy- and of beta-oxidation-genes. The first can likely be explained by the need for cellular reorganisations and is confirmed by electron microscopy studies showing active uptake of cytoplasmic components in the vacuoles of the cells. The induction of beta-oxidation is thought to be a consequence of the cellular reorganisations and thereby the high turnover of lipids, serving as substrates for beta-oxidation. A final interesting but not yet uncovered group consists of the 33% of the upregulated genes that have no known function. These genes reflect a large potential of *H. polymorpha *or methylotrophic yeast specific genes with a specialized role in adaptations to growth on methanol as the sole source of carbon and can form interesting targets for future research.

## Methods

### *H. polymorpha *microarray probe design

*H. polymorpha *open reading frame sequences were collected from the *H. polymorpha *genome database (Rhein Biotech, unpublished; [7] and NCBI [45-47]. For the genes on contigs 1 - 48, the annotation was based on the information from RheinBiotech and Ramezani-Rad *et al*. [7]. The additional NCBI sequences were listed as Hp50 and Hp51 numbers. The annotation of these genes was as described on NCBI (Hp50s) or by manual blast search (Hp51s). All Hp sequences were applied for design of oligonucleotide probes using OLIGOARRAY v2.1 [48] with the following oligonucleotide primer design parameters: a length of 58-60 nucleotides, a melting temperature (Tm) of at least 80°C, a G/C-content of 34-52% and a maximum Tm of secondary structures and cross-hybridisations of 68°C. Oligo's were designed within the 3'-regions of the ORFs (setting: maximum distance between the 5' end of the oligo and the 3' end of the input sequence: 600-nt) to minimise including intron-sequences, since these were not discarded in the input ORF sequences. Paralogous sequences were removed during the final analysis of the design using blastN. Of the 6,248 oligo-probes, 6,002 are from the annotated genes of *H. polymorpha *and 23 probes are from heterologous genes of specific research interest (data not shown). The remaining 223 probes include positive and negative controls. Subsequently, the oligo-set was printed twice in each of the 8 arrays per slide (8-plex format) using Agilent's SurePrint technology (*in situ *synthesis; via eArray 4.0-website; Agilent Technologies Netherlands B.V., Amstelveen, the Netherlands).

### Organisms & Growth

*H. polymorpha *strain NCYC 495 *leu*^- ^was grown in batch cultures on mineral medium containing either 0.5% glucose or 0.5% methanol as carbon source and 0.25% ammonium sulphate as nitrogen source [49,50]. For transcriptome analysis, cells were extensively pre-cultivated in batch cultures on glucose at 37°C prior to a shift to fresh media containing methanol as sole carbon source. Four independent glucose-grown cultures were used to inoculate fresh medium containing methanol as well as for taking samples for RNA isolation. The methanol cultures were grown for two hours, followed by RNA isolation.

### RNA isolation

Samples were harvested by freezing them directly in liquid nitrogen, followed by thawing on ice, centrifugation (5.000 G, 4 min, 0°C) and taken up in AE-buffer (50 mM sodium-acetate 10 mM EDTA pH 5.0). 1 volume acid-phenol chloroform isoamylalcohol (125:24:1 pH 4.5, Ambion, Austin USA) and 0.5% SDS was added, and incubated at 65°C for 5 min followed by 15 min at -80°C. After centrifugation (15 min 13.000 G), the upper phase was mixed with 0.5 volume acid phenol/chloroform, centrifuged (4 min 13.000 G) and mixed with 0.5 volume chloroform. The upper phase was used for RNA isolation using column purification according to the manufacturers' instructions (Nucleospin RNA II, Macherey-Nagel, Düren Germany). The Agilent Bioanalyzer 2100 with RNA 600 Nano chips was used to analyze the quality and integrity of the RNA samples.

### Biochemical methods

Transcript levels of methanol-related genes (*AOX *and *DHAS*), using those of actin as control, were determined by semi-quantitative RT-PCR, using actin as loading control (Ready-to-go RT-PCR beads, GE Healthcare, Little Chalfont UK).

Primers:

AOX-forw: CGTGAGAACAGTGCCAATGAAG

AOX-rev: TCACCGATGGTCAATGCAGTAG

DHAS-forw: GCAGGACGTGTACGACTTCTTC

DHAS-rev: GTAGGACGCCGTAGCGTATCTC

Act1-forw: GGTCATTGATAACGGATCCGG

Act1-rev: CACTTGTGGTGGACAATGGATGG

Cell lysates were essentially obtained as described [51], for subsequent AOX activity measurements as described [52].

### DNA microarray analysis - labeling, hybridisation, washing and scanning

Using the Low RNA input linear Amplification kit from Agilent, cDNA was generated based on 500 ng of each isolated mRNA sample. Next, cRNA was made using Cy3-CTP or Cy5-CTP incorporation for labeling purposes. For each original mRNA, a portion of Cy3 and Cy5 labeled cRNA was generated. The concentration and incorporation of the cRNA and the dyes are measured using Nanodrop. For each biological replicate, 300 ng Cy3 labeled glucose culture originating cRNA was used for hybridisation against 300 ng Cy5 labeled methanol culture originating cRNA and vice versa for the dye-swap, resulting in 8 hybridisations in total. Hybridisation, washing and scanning were performed according to the Agilent 'Two-color Microarray-based gene expression analysis protocol' (version 5.5, February 2007) by ServiceXS (Leiden, The Netherlands).

### Data analysis - hybridisation ratio's, A-values and p-values

To extract the data from the scanned DNA-microarray slides, the feature extraction software version 9.5, Protocol GE2-v5_95_Feb07 from Agilent was used. For the background subtraction the option 'No background subtraction and spatial detrend' was used. For each spot, the ratio between the green and red processed signals was calculated, reflecting the ratio of gene expression on methanol overexpression on glucose. Next, the average ratio per gene was calculated based on the data of 16 spots (8 hybridisations, 2 spots per hybridisation). For reasons of clarity, genes with a ratio of <1 were expressed as -(1 divided by the ratio), thus reflecting the fold downregulation (e.g. -2 instead of 0.5). As a cut-off for differential gene expression, a threshold of (more than) 2-fold up- or downregulation was used, so >2 or <-2. To assess the significance of the data, p-values were computed using the paired-data program at the CyberT interface [53,54]. Genes were considered to be significantly regulated if they had a p-value below 0.05. In addition, average A-values for each gene were calculated as an indication for the intensity of the signals using A = 0.5*(log2Cy3+log2Cy5). An A-value of 6 was used as a lower limit for trustworthy signal intensity.

All data has been deposited to the NCBI Gene expression omnibus and is accessible under accession number GSE19036.

### Classification according to the Functional Catalogue

To show the main represented functions among up- and downregulated genes, *H. polymorpha *genes were ordered according to their Functional Catalogue (FunCat) as assigned by RheinBiotech. In the diagrams, the main groups of the hierarchical structure are shown as well as the subgroups 'transcription' and 'protein synthesis'[8]. The group 'subcellular localisation' was omitted, while 'control of cellular organisation', which is not in the FunCat structure, was included under 'developmental processes'. Genes can be present in more than one group.

### Analysis of metabolic routes using Biocyc

Changes in expression of metabolic pathway genes were investigated using the omics viewer at the Ecocyc website [55]. Since information on *H. polymorpha *is not included in this database, the genome of *Saccharomyces cerevisiae *S288C was used as a reference.

### Microscopy

Ultrathin sections of KMnO_4_-fixed cells were used for ultrastructural analysis as described [56]. Analysis of mitochondria was performed using confocal microscopy (Zeiss LSM510). Mitochondria were visualized using MitoTracker Orange (CMTMRos, Invitrogen) and visualization with excitation by a 543 nm Neon-laser (Lasos) and detection using a 565-615 band-pass emission filter.

## Authors' contributions

TvZ was involved in the annotation of the sequences used for the DNA microarray and performed the DNA microarray experiments. Furthermore, he has been active in data analysis and performed the additional experiments. RJSB performed the sequence annotation and designed and performed the DNA microarrays. He also has been involved in the data analysis. KAS has performed the DNA microarray analysis. AdJ has been involved in design of the DNA microarray slides. OPK supervised the array analysis. MV was involved in microscopy analysis and writing of the paper. IJvdK was general supervisor and involved in writing of the paper. All authors have read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Supplemental Table S1**. Overview of complete array results. Table contains Ratio's, A-values and P-values from all genes. Click here for file

Additional file 2 **Supplemental Table S2**. All methanol-responsive genes (up- & down-regulated), which lack a homologue in *S. cerevisiae*. Click here for file

## References

[B1] GellissenGKunzeGGaillardinCCreggJMBerardiEVeenhuisMKleiIJ van derNew yeast expression platforms based on methylotrophic *Hansenula polymorpha *and *Pichia pastoris *and on dimorphic *Arxula Adeninivorans *and *Yarrowia lipolytica *- A comparisonFEMS Yeast Res200551079109610.1016/j.femsyr.2005.06.00416144775

[B2] KleiIJ Van derYurimotoHSakaiYVeenhuisMThe significance of peroxisomes in methanol metabolism in methylotrophic yeastBiochim Biophys Acta200617631453146210.1016/j.bbamcr.2006.07.01617023065

[B3] IschukOPVoronovskyAYAbbasCASibirnyAAConstruction of *Hansenula polymorpha *strains with improved thermotoleranceBiotechnol Bioeng200910491191910.1002/bit.2245719575437

[B4] NagotuSKrikkenAMOtzenMKielJAKWVeenhuisMKleiIJ van derPeroxisome fission in *Hansenula polymorpha *requires Mdv1 and Fis1, two proteins also involved in mitochondrial fissionTraffic200891471148410.1111/j.1600-0854.2008.00772.x18513378

[B5] VeenhuisMKeizerIHarderWCharacterization of peroxisomes in glucosegrown *Hansenula polymorpha *and their development after the transfer of cells into methanol-containing mediaArch Microbiol197912016717510.1007/BF00409104

[B6] EggelingLSahmHDerepression and Partial Insensitivity to Carbon Catabolite Regression of the Methanol Dissimilating Enzymes in *Hansenula polymorpha*Europ J Appl Microbiol Biotechnol1978519720210.1007/BF00579339

[B7] Ramezani-RadMHollenbergCPLauberJWedlerHGriessEWagnerCAlbermannKHaniJPiontekMDahlemsUGellissenGThe *Hansenula polymorpha *(strain CBS4732) genome sequencing analysisFEMS Yeast Res2003420721510.1016/S1567-1356(03)00125-914613885

[B8] RueppAZollnerAMaierDAlbermannKHaniJMokrejsMTetkoIGüldenerUMannhauptGMünsterkötterMMewesHWThe FunCat, a functional annotation scheme for systematic classification of proteins from whole genomesNucl Acid Res2004325539554510.1093/nar/gkh894PMC52430215486203

[B9] GaschAPSpellmanPTKaoCMCarmel-HarelOEisenMBStorzGBotsteinDBrownPOGenomic expression programs in the response of yeast cell to environmental changesMol Biol Cell200011424142571110252110.1091/mbc.11.12.4241PMC15070

[B10] GaschAPWerner-WashburneMThe genomics of yeast responses to environmental stress and starvationFunct Integr Genomics2002218119210.1007/s10142-002-0058-212192591

[B11] GaschAPComparative genomics of the environmental stress response in ascomycete fungiYeast20072496197610.1002/yea.151217605132

[B12] YurimotoHKomedaTLimCRNakagawaTKondoKKatoNSakaiYRegulation and evaluation of five methanol-inducible promoters in the methylotrophic yeast *Candida boidinii*Biochim Biophys Acta2000149356631097850710.1016/s0167-4781(00)00157-3

[B13] RoaMBlobelGBiosynthesis of peroxisomal enzymes in the methylotrophic yeast *Hansenula polymorpha*Proc Natl Acad Sci USA1983806872687610.1073/pnas.80.22.687216593389PMC390088

[B14] KalJAvan ZonneveldAJBenesVBergM van denKoerkampMGAlbermannKStrackNRuijterJMRichterADujonBAnsorgeWTabakHFDynamics of gene expression revealed by comparison of serial analysis of gene expression transcript profiles from yeast grown on two different carbon sourcesMol Biol Cell199910185918721035960210.1091/mbc.10.6.1859PMC25383

[B15] SmithJJMarelliMChristmasRHVizeacoumarFJDilworthDJIdekerTGalitskiTDimitrovKRachubinskyRAAitchisonJDTranscriptome profiling to identify genes involved in peroxisome assembly and functionJ Cell Biol200215825927110.1083/jcb.20020405912135984PMC2173120

[B16] KielJAKWVeenhuisMKleiIJ van der*PEX *genes in fungal genomes: common rare or redundantTraffic200671291130310.1111/j.1600-0854.2006.00479.x16978390

[B17] GurvitzARottensteinerHThe biochemistry of oleate induction: transcriptional upregulation and peroxisome proliferationBiochim Biophys Acta200617631392140210.1016/j.bbamcr.2006.07.01116949166

[B18] SmithJJRamseySAMarelliMMarzolfBHwangDSaleemRARachubinskiRAAitchisonJDTranscriptional responses to fatty acid are coordinated by combinatorial controlMol Syst Biol200731151755151010.1038/msb4100157PMC1911199

[B19] KarpichevIVDurand-HerediaJMLuoYSmallGMBinding characteristics and regulatory mechanisms of the transcription factors controlling oleate-responsive genes in *Saccharomyces cerevisiae*J Biol Chem2008283102641027510.1074/jbc.M70821520018285336PMC2447635

[B20] Lin-CereghinoGPGodfreyLde la CruzBJJohnsonSKhuongsathieneSTolstorukovIYanMLin-CereghinoJVeenhuisMSubramaniSCreggJMMxr1p, a key regulator of the methanol utilization pathway and peroxisomal genes in *Pichia pastoris*Mol Cell Biol20072688389710.1128/MCB.26.3.883-897.2006PMC134701616428444

[B21] YoungETDombekKMTachibanaCIdekerTMultiple pathways are coregulated by the protein kinase Snf1 and the transcription factors Adr1 and Cat8J Biol Chem2003278261462615810.1074/jbc.M30198120012676948

[B22] TachibanaCYooJYTagneJ-BKacherovskyNLeeTIYoungETCombined global localization analysis and transcriptome data identify genes that are directly coregulated by Adr1 and Cat8Mol Cell Biol2005252138214610.1128/MCB.25.6.2138-2146.200515743812PMC1061606

[B23] Leão-HelderNAKrikkenAMKleiIJ van derKielJAKWVeenhuisMTranscriptional downregulation of peroxisome numbers affects selective peroxisome degradation in *Hansenula polymorpha*J Biol Chem2003278407494075610.1074/jbc.M30402920012902346

[B24] OzimekPLahtchevKKielJAKWVeenhuisMKleiIJ van der*Hansenula polymorpha *Swi1 and Snf2 are essential for methanol utilisationFEMS Yeast Res2004467368210.1016/j.femsyr.2004.01.00915093770

[B25] RotenbergMOWoolfordJLTripartite upstream promoter element essential for expression of *Saccharomyces cerevisiae *ribosomal protein genesMol Cell Biol19866674687302386210.1128/mcb.6.2.674-687.1986PMC367559

[B26] WoudtLPSmitABMagerWHPlantaRJConserved sequence elements upstream of the gene encoding yeast ribosomal protein L25 are involved in transcription activationEMBO J1986510371040301361110.1002/j.1460-2075.1986.tb04319.xPMC1166898

[B27] KlionskyDJCreggJMDunnWAJrEmrSDSakaiYSandovalIVSibirnyASubramaniSThummMVeenhuisMOhsumiYA unified nomenclature for yeast autophagy-related genesDev Cell200355394510.1016/S1534-5807(03)00296-X14536056

[B28] ShintaniTHuangW-PStromhaugPEKlionskyDJMechanism of cargo selection in the cytoplasm to vacuole targeting pathwayDev Cell2002382583710.1016/S1534-5807(02)00373-812479808PMC2737732

[B29] MonastyrskaIKielJAKWKrikkenAMKomduurJAVeenhuisMKleiIJ van derThe *Hansenula polymorpha ATG25 *gene encodes a novel coiled-coil protein that is required for macropexophagyAutophagy20051921001687403610.4161/auto.1.2.1832

[B30] YamashitaS-IYurimotoHMurakamiDYoshikawaMOkuMSakaiYLagphase autophagy in the methylotrophic yeast *Pichia pastoris*Genes Cells20091486187010.1111/j.1365-2443.2009.01316.x19549169

[B31] van RoermundCWTWaterhamHRWandersRJHFatty acid metabolism in *Saccharomyces cerevisiae*Cell Mol Life Sci2003601838185110.1007/s00018-003-3076-x14523547PMC11138760

[B32] ZwartKDVeenhuisMPlatGHarderWCharacterization of glyoxysomes in yeasts and their transformation into peroxisomes in response to changes in environmental conditionsArch Microbiol1983136283810.1007/BF00415606

[B33] WandersRJAWaterhamHRBiochemistry of mammalian peroxisomes revisitedAnnu Rev Biochem20067529533210.1146/annurev.biochem.74.082803.13332916756494

[B34] Rodriguez-ManzanequeMTTamaritJBelliGRosJHerreroEGrx5 is a mitochondrial glutaredoxin required for the activity of iron/sulfur enzymesMol Biol Cell2002131109112110.1091/mbc.01-10-051711950925PMC102255

[B35] HerreroERosJBelliGCabiscolGRedox control and oxidative stress in yeast cellsBiochim Biophys Acta20071780121712351817816410.1016/j.bbagen.2007.12.004

[B36] Bener AksamEde VriesBKleiIJ van derKielJAKWPreserving organelle vitality: peroxisomal quality control mechanisms in yeastFEMS Yeast Res2009451115112410.1111/j.1567-1364.2009.00534.x19538506

[B37] GoodmanJMMaherJSilverPAPacificoASandersDThe membrane proteins of the methanol-induced peroxisome of *Candida boidinii*. Initial characterization and generation of monoclonal antibodiesJ Biol Chem1986261346434683512558

[B38] Bener AksamEJungwirthHKohlweinSDRingJMadeoFVeenhuisMKleiIJ van derAbsence of the peroxiredoxin Pmp20 causes peroxisomal protein leakage and necrotic cell deathFree Radic Biol Med2008451115112410.1016/j.freeradbiomed.2008.07.01018694816

[B39] ShalonDSmithSJBrownPOA DNA microarray system for analyzing complex DNA samples using two-color fluorescent probe hybridizationGenome Res1996663964510.1101/gr.6.7.6398796352

[B40] GonzalezNAVázquezAAOrtiz ZuazagaHGSenAOlveraHLPeña de OrtizSGovindNSGenome-wide expression profiling of the osmoadaptation response of *Debaryomyces hansenii*Yeast20092611112410.1002/yea.165619235772

[B41] GrafAGasserBDragositsMSauerMLeparcGGTüchlerTKreilDPMattanovichDNovel insights into the unfolded protein response using *Pichia pastoris *specific DNA microarraysBMC Genomics2008939010.1186/1471-2164-9-39018713468PMC2533675

[B42] OhKSKwonOOhYWSohnMJJungSKimYKKimMGRheeSKGellissenGKangHAFabrication of a partial genome microarray of the methylotrophic yeast *Hansenula polymorpha*: optimization and evaluation of transcript profilingJ Microbiol20041412391248

[B43] ParkJNSohnMJOhDBKwonORheeSKHurCGLeeSYGelissenGKangHAIdentification of the Cadmium-inducible *Hansenula polymorpha SEO1 *gene promoter by transcriptome analysis and its application to whole-cell heavy-metal detection systemsAppl Env Microbiol2007735990600010.1128/AEM.00863-07PMC207502317660305

[B44] SauerMBranduardiPGasserBValliMMaurerMPorroDMattanovichDDifferential gene expression in recombinant *Pichia pastoris *analysed by heterologous DNA microarray hybridisationMicrob Cell Fact200431710.1186/1475-2859-3-1715610561PMC546231

[B45] BlandinGLlorenteBMalpertuyAWinckerPArtiguenaveFDujonBGenomic exploration of the hemiascomycetous yeasts: 13 *Pichia angusta*FEBS Lett2000487768110.1016/S0014-5793(00)02284-511152888

[B46] Garcia-LugoPGonzalezCPerdomoGBritoNAvilaJde la RosaJMSiverioJMCloning, sequencing and expression of H.a. YNR1 and H.a. YNI1, encoding nitrate and nitrite reductases in the yeast *Hansenula anomala*Yeast2000161099110510.1002/1097-0061(20000915)16:12<1099::AID-YEA596>3.0.CO;2-S10953081

[B47] AvilaJGonzalezCBritoNSiverioJMClustering of the YNA1 gene encoding a Zn(II)2Cys6 transcriptional factor in the yeast *Hansenula polymorpha *with the nitrate assimilation gene YNT1, YNI1 and YNR1, and its involvement in their transcriptional activationBiochem J1998335647652979480710.1042/bj3350647PMC1219828

[B48] RouillardJMZukerMGulariEOligoArray 2.0: design of oligonucleotide probes for DNA microarrays using a thermodynamic approachNucl Acid Res2003313057306210.1093/nar/gkg426PMC16233012799432

[B49] GleesonMAGSudberyPEGenetic analysis in the methylotrophic yeast *Hansenula polymorpha*Yeast1988429330310.1002/yea.320040407

[B50] Van DijkenJPOttoRHarderWGrowth of *Hansenula polymorpha *in a methanol-limited chemostat. Physiological responses due to the involvement of methanol oxidase as a key enzyme in methanol metabolismArch Microbiol197611113714410.1007/BF004465601015956

[B51] WaterhamHRKeizer-GunninkIGoodmanJMHarderWVeenhuisMDevelopment of multipurpose peroxisomes in Candida Boidinii grown in oleic acid-methanol limited continuous culturesJ Bacteriol199217440574063135077910.1128/jb.174.12.4057-4063.1992PMC206116

[B52] VerduynCvan DijkenJPScheffersWAColorimetric alcohol assays with alcohol oxidaseJ Microbiol Methods19842152510.1016/0167-7012(84)90027-7

[B53] Cyber-Thttp://cybert.microarray.ics.uci.edu

[B54] BaldiPLongADA Bayesian Framework for the analysis of microarray expression data: regularized t-Test and statistical interferences of gene changesBioinformatics20011750951910.1093/bioinformatics/17.6.50911395427

[B55] Ecocyc databasehttp://ecocyc.org/

[B56] Van ZutphenTKleiIJ van derKielJAKWPexophagy in *Hansenula polymorpha*Methods Enzymol2008451197215full_text1918572210.1016/S0076-6879(08)03214-X

How the deposited data were processed for this re-analysis (not part of the article)

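The study compared H. polymorpha cells grown on glucose with cells after 2 hours on methanol in 4 independent cultures. RNA of both samples of a culture was hybridised to 2 arrays with exchanged dyes, which makes 8 arrays. The authors deposited the Agilent Feature Extraction output of each array, whose processed signals are an intensity per spot and dye after spatial detrending and dye normalization. They also deposited a table of log10 ratios, turned to methanol over glucose on every array. In that table the values of a spot stand 5 positions away from its identifier: after this shift they equalled the ratios of Feature Extraction with a largest difference of 0, and 5 positions hold no value. Matched by the identifiers as printed, the correlation across genes was -0.012. The table was used with the shift, as an alternative, and the processed signals were the main values.

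The log2 ratio of the processed methanol over the processed glucose signal was taken for each spot, leaving out spots that Feature Extraction marked as outliers and keeping saturated spots. The 2 spots of a probe and then the 2 arrays of a culture were averaged, so that the culture is the unit (n = 4). Each gene was fitted with an intercept in limma 3.58.1 in R 4.3.3, followed by empirical Bayes moderation with a prior of 2.81 degrees of freedom, and p-values were adjusted by the Benjamini-Hochberg method over 5999 genes. Genes were called at a fold change above 2 or below 0.5, an adjusted p below 0.05 and an A-value of at least 6. Lists of genes were taken from Tables 1 to 4 and Fig. 3 of the paper and tested with camera at a preset correlation of 0.01 between genes, with fry, and with camera at an estimated correlation. Some genes of Table 1 count in the list results but are not reported here one by one. The mean log2 ratio of the glycolysis genes before and after aldolase was compared by an exact sign-flip test over the 4 cultures, whose smallest two-sided p is 0.13. Data were read with data.table 1.17.8, tables were made with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and figures with matplotlib 3.10.9.

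The genes named in the text are those that the paper names with an identifier or whose name and ratio match 1 entry of Table S1, together with the 5 genes with the largest rise and the 2 with the largest fall among those past the thresholds and changed the same way in all 4 cultures. They are 112 genes. Other genes and probes named in the closing section were chosen after their values were seen. None of the gene identifiers (0 of 5999) occurs in the annotation of the reference genome, which holds 5233 genes, so that no positions are given and gene names are those of the paper.

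For the pairing of the glucose and methanol samples, the departures of the 2 channels of a culture from the mean of their condition were correlated across genes. The correlation was between 0.190 and 0.302 for the 4 cultures. It cannot decide the pairing, because both channels come from the same arrays and can correlate for that reason alone. The fit was tested on simulated data with known changes. Signal over background takes the place of depth in these data. Between 91.0% and 98.6% of the gene probes were well above background in a channel, and 0 genes were saturated on every array of a condition. The number of arrays limits the precision.

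The alternatives were normexp with an offset of 50 and loess on the mean signals, loess on mean signals without background subtraction, median centring, the log ratio of Feature Extraction, the deposited table of ratios, the arithmetic mean of the 16 spot ratios, the arrays of either dye orientation alone, and a dye term with the culture as random block. Further alternatives were no A-value minimum, a minimum of 8, only probes well above background on every array, unadjusted p-values, Cyber-T over 16 spots (window 101, prior weight 10), moderation with a trend and robust estimation, treat against a 2-fold change, the row of arrays on the slide as a block, channels without the replicate block, and each culture left out in turn. The main settings, thresholds, lists and these alternatives were chosen before the data were examined. An alternative that joins the steps of the paper's Methods, with all 16 spots of a gene, the arithmetic mean of their ratios, an unadjusted p from Cyber-T and the A-value minimum of 6, was added afterwards.

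The percentages of functional categories, the counts of transcription factors, mitochondrial, proteasomal and ribosomal genes, the RT-PCR measurements and the microscopy were not analysed here. The list of methanol-responsive genes set against another yeast (Table S2) was not used here.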

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

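Of the tests in this part, those of spillover, of a single faulty array in culture 1 and of exchanged labels in culture 1 were chosen only after the result was seen.

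In 4 of 118 values tested, those of the 112 named genes, the lists and the glycolysis difference, 1 culture lay far from the other 3, its gap to the nearest of them taking a larger share of the whole range than Dixon's 95% critical value. Chance flags about 1 in 20 such groups, which would be 5.9 of 118. PEX26 (share 0.869) had a log2 ratio of 1.65 in culture 2 and 1.88 to 1.92 in the others. ATG10 (share 0.922) was at 1.44 in culture 3 and at 1.22 to 1.24 in the others. ATG22 (share 0.929) was at 1.04 in culture 1 and at 0.63 to 0.66 in the others, and PIP2 (share 0.900) at 1.19 in culture 3 and at 0.88 to 0.91 in the others. Without that culture the log2 ratios are 1.90, 1.23, 0.65 and 0.90, and the calls of these 4 genes do not change. The 4 values are fewer than chance gives and no further explanation was tested for them.

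Over all 5999 genes, 358 (5.97%) had such a culture, about the share that chance gives, but in 238 of them (66.5%) it was culture 1, against 40, 41 and 39 for cultures 2, 3 and 4. The tables argue against several technical explanations of this pattern as the whole of it. Both arrays of culture 1 depart from the other cultures in the same genes (correlation of their departures across genes 0.943), which speaks against a fault of a single array. Culture 2, on the same row of the slide, does not share the departure. The slope of culture 2 minus culture 4 on culture 1 minus culture 3 is 0.274. With cultures 3 and 4 exchanged it is 0.102, where an effect of the row would give a slope near 1. Position within a row was not tested. After loess on mean signals without background subtraction, culture 1 is still the lone culture in 70.5% of the 363 genes with an outlying culture, which speaks against the processed signals as the source. A larger or smaller response of all genes by the same factor is not the pattern either, because the mean of the other cultures explains 0.95% of the variance of the departure. This value cannot exclude a larger response of some genes together with a smaller response of others. With its glucose and methanol labels exchanged, culture 1 would run against the others, but the correlation across genes is 0.925. What stays open is a difference in the culture itself, in its RNA or in the position of its arrays within the row. Culture, RNA and labelling cannot be separated for 1 culture, and no biological explanation was tested. Over 4972 bright genes the SD of the departure from the other cultures was 0.60 in the methanol signal and 0.40 in the glucose signal of culture 1, against 0.26 to 0.39 and 0.20 to 0.30 in cultures 2, 3 and 4.

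A signal also appeared in data that the paper does not report on. Of the 249 probes without an H. polymorpha gene identifier, 1, named AB-HpLEU2syn, was above every negative control in all channels. Its A-value was 10.9, while the next highest was at 7.01. The paper counts 6002 probes of H. polymorpha genes, against 5999 with an identifier here, so a few of the 249 may stand for such genes. The name of this probe leaves open that it is among them. Its log2 ratio of methanol over glucose was -1.04 ± 1.27 (SD, n = 4), a mean set by culture 1, with -2.94, -0.34, -0.40 and -0.47 in cultures 1 to 4. Its 2 spots, which have different neighbours, differed by 0.10 in A-value, which argues against spillover from bright neighbouring spots. Hybridisation of this probe to a related transcript of the yeast was not tested, and no biological explanation was tested.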

How the results depend on the processing

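Of the alternatives in this part, the combined steps of the paper's Methods were chosen only after the data were seen. No called gene and no list changed direction under any alternative run. Genes near 0 that were not called, such as PEX20 (-0.0046) and phosphoglycerate mutase (-0.15), changed sign under some.

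The number of upregulated genes stayed within 1.5 times its value of 1145 under 18 alternatives with all 4 cultures, from 1025 with an A-value minimum of 8 to 1237 without an A-value minimum. Under treat it was 760, because treat tests against a 2-fold change itself. The number of downregulated genes stayed within 1.5 times its value of 1283 under all 19, from 910 under treat to 1364 without an A-value minimum. With each culture left out in turn the numbers were 1108 to 1170 and 1250 to 1292. Treating the channels as separate samples, without the replicate block, gave 1153 and 1262.

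The rankings of 4 lists above the other genes were past 0.05 in camera, but not in camera with a correlation estimated from the data. The change of these 4 lists was also past 0.05 in fry, which does not rank a list against other genes. The paper presents the beta-oxidation list as a cluster found in these same data, so its p-values are not independent evidence. With the estimated correlation the PEX genes (median 0.79) had p = 0.403, the ATG genes (1.13) p = 0.137, the beta-oxidation genes (4.47) p = 0.0716 and the methanol metabolism genes (3.43) p = 0.220. Over the other alternatives with 4 cultures their largest camera p-values were 0.00247, 6.36e-05, 2.12e-06 and 0.00182. The estimated correlations were 0.517, 0.155, 0.225 and 0.645, each far above the preset 0.01, and a higher correlation widens the test by its construction.

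The glycolysis genes were not past 0.05 in camera at the preset correlation (median -0.93, p = 0.0591), but they were on the arrays with glucose in Cy5 alone (-1.41, p = 0.0161), with the row of arrays as a block (-0.93, p = 0.0206) and without the replicate block (-0.91, p = 0.0435). On the arrays with methanol in Cy5 the median was -0.48, with the largest p of these alternatives, 0.238. With each culture left out in turn the median was between -1.24 and -0.48, with p between 0.0138 and 0.141. The cause was not tested, apart from the labelling, which is taken up among the other observations. The difference between the genes before and after aldolase kept its sign under each alternative, between -1.31 and -1.06. Its p of 0.13 is the smallest that 4 cultures allow, and 3 cultures allow 0.25, so the p says nothing about stability.

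Of the 112 named genes, 64 were called up, 8 down and 40 not. Under the 19 alternatives with 4 cultures, 87 had the same call throughout, and 100 had it with each culture left out. Treat changed most calls (14 no longer called), followed by the arrays with glucose in Cy5 (9 newly called) and those with methanol in Cy5 (4 no longer called, 2 newly called). Without culture 1, PEX17 (0.99), PEX25 (0.83), FGH (0.86) and the phosphofructokinase beta subunit (-0.77) were no longer called, and aldolase (1.23), ATG21 (1.03) and PIP2 (1.00) were.

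Signal over background limits few of these values: 521 genes were below the A-value minimum, and of the named genes 1, Hp44g82, was.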

Differences from the paper's values

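Of the alternatives in this part, the combined steps of the paper's Methods were chosen after seeing the values.

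For FMD the paper's fold change is 347, and the value here is 227. The arithmetic mean of the spot ratios, set before the data were examined, gave 347, equal to the paper's value. The same spots thus give either value, depending on how their ratios are averaged. Of the other alternatives set before, leaving out culture 4 gave a value within 1.5 times the paper's, and the rest did not. The steps of the paper's Methods together, an alternative chosen after seeing the values, also did.

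For phosphoglycerate mutase the paper's fold change is 1.2, and the value here is a signed fold change of -1.11. The arithmetic mean of the spot ratios, set before the data were examined, gave 1.17, which rounds to the paper's value. Of the other alternatives set before, the arrays with methanol in Cy5 alone and leaving out culture 1 gave a rise, and the rest did not. The steps of the paper's Methods together, chosen after seeing the values, also gave a rise.

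Of 100 fold changes of single genes that the paper states, 98 have the same direction here and 92 of these are within 1.5 times. Besides FMD, those further apart are hexokinase (the paper's -5.7, here -10.6), glucokinase (the paper's -2.3, here -3.48), phosphoenolpyruvate carboxykinase (the paper's 8.9, here 5.89), AOX (the paper's 17.3, here 10.8) and PMP20 (the paper's 11, here 6.31), each by less than the SD between cultures on the log2 scale. Under the arithmetic mean of the spot ratios, set before the data were examined, all 5 lay within 1.5 times, as they did under the steps of the paper's Methods together, chosen after seeing the values. Leaving out culture 1, 2, 3 or 4, the arrays with methanol in Cy5 alone or no replicate block brought some of the 5 within 1.5 times. The fold changes of the part of Table S1 that was read, 1998 of 5999 genes, had a median ratio of 1.00 to the arithmetic mean over 16 spots, computed after seeing the values, and 98.0% lay within 1% of it. The same steps gave 1184 upregulated genes, equal to the paper's 1184, and 1248 downregulated genes, beside the paper's 1246. They gave 13, 192, 157 and 822 upregulated genes in the 4 ranges of size, and 179, 271 and 798 downregulated genes in the 3 ranges. The arithmetic mean of the spot ratios, set before the data were examined, gave 13, 192 and 156 in the 3 upper ranges of the rise, and 179 in the upper range of the fall, each equal to the paper's.

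Of the 27 ATG genes the paper names ATG8 and ATG11 as those with the highest upregulation. Here ATG19-like was highest (6.47-fold), ahead of ATG8 (6.18-fold) and ATG11 (5.17-fold), which is also the order of the values in the paper's Table 3, so that only the paper's sentence differs. The gap between ATG19-like and ATG8 was smaller than the SD between cultures, and their order depended on the labelling. ATG8 was the higher one on the arrays with glucose in Cy5 (6.34-fold against 6.17-fold). ATG19-like was the higher one on those with methanol in Cy5 (6.80-fold against 6.01-fold). The paper describes aldolase as upregulated, whereas here it was not called (1.64-fold, adjusted p = 0.156); it was called on the arrays with methanol in Cy5 alone, without culture 1, and under the steps of the paper's Methods together, the last chosen after seeing the values.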

Other observations

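Of the tests in this part, those of single faulty arrays for AOX and PMP20, of neighbouring genes and of cross-hybridisation between them were chosen only after the result was seen. The use of all 35 splits was also chosen only then.

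Other splits of the 8 samples were compared with the real one. Of the 8 splits that part every glucose and methanol pair, the real one included, 1 gave as many upregulated genes and 1 as many downregulated genes as the real one, namely the real split itself; of all 35 splits it was likewise 1 and 1. For the PEX genes 4 of 8 splits gave a camera p as small, for the ATG genes 1, for the glycolysis genes 7, for the beta-oxidation genes 1 and for the methanol metabolism genes 3. Of all 35 splits the numbers were 18, 5, 24, 1 and 3. In the other splits of either kind 0 genes were called. In the 35 splits, run without the replicate block, the share of 0.029 for the 2 numbers of genes is the smallest possible. It does not exclude chance, because splits outside the 8 put both samples of some cultures in the same group, against the pairing. Any real difference between the conditions also widens the spread within the groups of the other splits, so few calls are to be expected there. For the camera p-values of the 5 lists the splits cannot decide either. Camera ranks a list against the other genes, and splits with 0 called genes still gave small p-values. In 1 such split of the 8, p was 1.04e-04 for the PEX genes and 7.59e-04 for the methanol metabolism genes. The main fit called 12 PEX, 15 ATG, 14 beta-oxidation and 7 methanol metabolism genes up and 4 glycolysis genes down. These genes were not called in any other split. The 8 splits exclude chance for no result either, since their share cannot fall under 0.05.

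AOX and PMP20 differed between cultures, with log2 ratios from 1.86 to 5.10 and from 1.25 to 5.00. A fault of a single array is argued against by the ranges in the arrays of either orientation. For AOX these were 2.37 and 4.10, and for PMP20 3.64 and 3.87. The 2 arrays of a culture differed by at most 1.60 for AOX and 0.25 for PMP20, so that part of the spread of AOX lies within cultures. A difference between the cultures in how far they had adapted was not tested.

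The ratios of many genes depended on which condition was labelled with Cy5. In 2178 of 5999 genes the dye effect, 0.5 times the difference between the 2 orientations, had an adjusted p below 0.05 (limma, n = 4 cultures), though its median size over all genes was 0.064 on the log2 scale. In 60 genes the 2 orientations differed by more than 1 on the log2 scale, among them 17 of the named genes. The glycolysis genes differed by a median of 0.99. In 24 unchanged genes outside the named genes with an A-value of 16 or more, the median difference was 0.63 in the same direction, against -0.028 over all genes, so that a dye effect of bright probes may account for a large part of the difference in the glycolysis genes. Averaging the orientations removes such an effect only where it is equal and opposite in both. For FMD the difference was 2.77. In the 17 other upregulated genes with a methanol signal at most 2-fold below that of FMD the median difference was 1.26, against 0.0077 over all upregulated genes. A dye effect of bright probes thus goes in the same direction but was less than the difference of FMD, and what else could contribute stays open.

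Genes with neighbouring numbers on a contig rose together. Among the 179 genes that were called, over 10-fold up and numbered within a contig, 24 pairs were neighbours of 5648 neighbouring pairs, where shuffled orders gave 5.56 on average and at most 18 (permutation test, p = 1e-05, the smallest that 100000 permutations can give). Across all numbered genes, which are not independent replicates, the log2 ratios of genes 1, 2, 5 and 20 positions apart correlated with r = 0.212, 0.087, 0.0080 and 0.020. The probes of these pairs were not printed near each other: the median distance of their nearest spots was 28.5 positions, against 29 for all neighbouring pairs (permutation test, p = 0.520). Cross-hybridisation between similar neighbours is argued against by the matches in Table S1, where 2 of the 15 pairs with a match for both genes have the same one. A candidate explanation of the 24 pairs is that neighbouring genes respond together to methanol, a hypothesis found and tested on the same data.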
